# SIRT1 selectively exerts the metabolic protective effects of hepatocyte nicotinamide phosphoribosyltransferase

**DOI:** 10.1038/s41467-022-28717-7

**Published:** 2022-02-28

**Authors:** Cassandra B. Higgins, Allyson L. Mayer, Yiming Zhang, Michael Franczyk, Samuel Ballentine, Jun Yoshino, Brian J. DeBosch

**Keywords:** Cell signalling, Diabetes, Dyslipidaemias, Hepatology

## Abstract

Calorie restriction abates aging and cardiometabolic disease by activating metabolic signaling pathways, including nicotinamide adenine dinucleotide (NAD^+^) biosynthesis and salvage. Nicotinamide phosphoribosyltransferase (NAMPT) is rate-limiting in NAD^+^ salvage, yet hepatocyte NAMPT actions during fasting and metabolic duress remain unclear. We demonstrate that hepatocyte NAMPT is upregulated in fasting mice, and in isolated hepatocytes subjected to nutrient withdrawal. Mice lacking hepatocyte NAMPT exhibit defective FGF21 activation and thermal regulation during fasting, and are sensitized to diet-induced glucose intolerance. Hepatocyte NAMPT overexpression induced FGF21 and adipose browning, improved glucose homeostasis, and attenuated dyslipidemia in obese mice. Hepatocyte SIRT1 deletion reversed hepatocyte NAMPT effects on dark-cycle thermogenesis, and hepatic FGF21 expression, but SIRT1 was dispensable for NAMPT insulin-sensitizing, anti-dyslipidemic, and light-cycle thermogenic effects. Hepatocyte NAMPT thus conveys key aspects of the fasting response, which selectively dissociate through hepatocyte SIRT1. Modulating hepatocyte NAD^+^ is thus a potential mechanism through which to attenuate fasting-responsive disease.

## Abstract (web summary)

NAD + metabolism is potential target to treat metabolic disorders, in part due to the effects of the NAD + dependent enzyme Sirt1. Here the authors report that hepatic nicotinamide phosphoribosyltransferase, a rate-limiting step in the NAD + salvage pathway, regulates dark-cycle thermogenesis in a Sirt1-dependent but light-cycle thermogenesis and glucose homeostasis in a Sirt1-independent manner.

## Introduction

Intermittent fasting and caloric restriction improve metabolic and inflammatory parameters in mice and humans, and both are promising means by which to abate diseases of aging, overnutrition, and neurodegeneration^1–4^. Positioned at the nexus of portal and venous circulations, where an organism’s current and impending glycemic states are first encountered, the hepatocyte is uniquely positioned to coordinate the transition between fed and fasting metabolism. Accordingly, interdicting hepatocyte glucose transport, or simply activating its central downstream signaling pathways, is sufficient to mimic key aspects of the therapeutic hepatocyte fasting response^5–16^.

Fasting and caloric restriction in mammals activate the sirtuins, which are mammalian homologues of the stress-responsive protein deacetylase in yeast, *sir2*^17,18^. In response to exercise, lean diet and fasting, mammalian sirtuins adaptively regulate transcriptional, enzymatic, inflammatory, and circadian processes^19–23^. Hepatocyte SIRT1 has recently emerged as a critical regulator of hepatic and peripheral glucose and energy homeostasis^19,24–30^, largely in part due to its downstream transcriptional regulation of the anti-diabetic hepatokine, fibroblast growth factor 21 (FGF21^28,31,32^). Several groups have thus pursued exogenous means by which to activate SIRT1, including through administering resveratrol, allosteric regulation, or by treating with precursors to the obligate SIRT1 cofactor, nicotinamide dinucleotide (NAD^+^^33–40^). The preponderance of current data underscore the importance of the adipocyte as the precursor target tissue for NAD^+^ biosynthesis, and the central hub of inter-tissue communication^25,41–44^.

NAD^+^ is derived from multiple sources:^44,45^ exogenous dietary input, endogenous de novo biosynthesis, and through the NAD^+^ salvage pathway. Among the most proximal NAD^+^ intermediaries is nicotinamide mononucleotide (NMN^46^), the synthesis of which is catalyzed by nicotinamide phosphoribosyltransferase (NAMPT). This NAMPT-mediated reaction is a rate-limiting step in the NAD^+^ salvage pathway in mammals. Nevertheless, the specific function of hepatocyte NAD^+^ salvage in contrast with other NAD^+^ biosynthetic pathways, and the targeted contributions of the hepatocyte in driving this pathway during fasting and metabolic stress are not yet fully appreciated.

Here, we demonstrate that hepatocyte NAMPT mediates a key hepatocyte signaling cascade during fasting. We provide data that fasting and hepatocyte glucose transport inhibition upregulate hepatocyte NAMPT. Mice lacking hepatocyte NAMPT failed to properly regulate fasting-induced FGF21 expression and thermal homeostasis. Hepatocyte-specific NAMPT overexpression enhanced hepatic FGF21 expression, peripheral thermogenesis, and glucose homeostasis in diet-induced and genetically obese models. Strikingly, in diet-induced obese models, hepatocyte SIRT1 was selectively required for NAMPT-mediated effects on FGF21 secretion, and dark-cycle thermogenesis. In contrast, hepatocyte SIRT1 was dispensable for NAMPT to produce therapeutic effects on light-cycle thermogenesis, dyslipidemia, and hepatic de novo lipogenesis. We conclude that hepatocyte NAMPT exerts broad fasting-mimetic effects downstream of generalized fasting and hepatocyte glucose transport inhibition, and that its canonical effector deacetylase, SIRT1, selectively mediates these metabolic adaptations. Interdicting metabolic disease at the level of NAD^+^ biosynthesis and/or hepatocyte glucose transport are proximal targets that may leverage the broader effects of hepatocyte NAMPT activation against aging, obesity, and other fasting-responsive diseases.

## Results

### Fasting and glucose transport inhibition activate hepatocyte NAMPT

Fasting in hibernating mammals is characterized by oscillatory hypothermia and transient hyperthermia^47^. This is mediated by increased UCP1 content and mitochondrial proliferation in white adipose tissue^47^. We therefore assessed the effects of fasting on epididymal white adipose tissue (eWAT) browning marker gene expression in wild-type C57B6/J mice (Fig. 1A). Uncoupling protein-1 and PPARγ-coactivator-1α (PGC1α) were upregulated during a 12–48 h fast. This was associated with expression changes in previously described WAT signaling pathways that drive this browning pathway. Specifically, expression of the protein deacetylase, SIRT1, and FGF21 were each increased in eWAT during 12–48 h fasting (Fig. 1A).

**Fig. 1:**
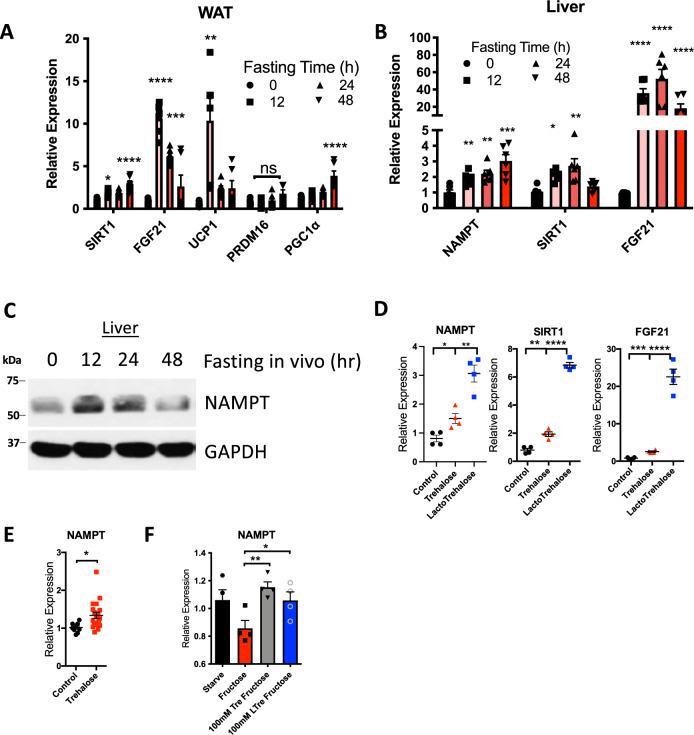
Fasting and GLUT blockade upregulated hepatocyte NAMPT. **A** Browning marker gene quantification by qPCR in epididymal white adipose tissue (WAT) from WT mice fasted 0–48 h. *n* = 6 mice for each group. Circles, 0 h fast; squares, 12 h fast; upward triangle, 24 h; downward triangle, 48 h. **B** NAMPT, SIRT1, and FGF21 gene expression in livers from WT mice fasted 0–48 h. *n* = 6 mice for each group. Symbols: Circles, fasting 0 h. Squares, 12 h. Upward triangles, 24 h, downward triangle, 48 h. **C** Representative (from *n* = 4 per group) NAMPT immunoblot in livers from WT mice fasted 0–48 h. **D** qPCR quantification of NAMPT, SIRT1, FGF21 gene expression in primary hepatocytes treated with the fasting-mimetic glucose transporter inhibitors, trehalose and lactotrehalose. *n* = 4 per group. Circles, cultures treated with regular growth media, Red triangles, trehalose-treated, Blue squares, LactoTrehalose-treated. **E** qPCR in liver from WT mice treated with 5-day 3% trehalose ad libitum in drinking water. *n* = 8 vehicle- (black circles) and 18 trehalose-treated (red squares). **F** Fasting-inducible NAMPT expression by qPCR in isolated primary hepatocytes treated with or without 10 mM fructose in the presence or absence of carbohydrate transporter inhibitors trehalose or lactotrehalose. *n* = 3 starved, 4 fructose-treated, 4 trehalose- and fructose-treated, 4 lactotrehalose- and fructose-treated. Circles, cultures treated with regular growth media; squares, fructose-treated; downward triangles, cultures treated with trehalose and fructose; open circles, LactoTrehalose and fructose-treated cultures. Error bars in (**A**–**B**), (**D**–**F**) represent standard error of the mean (SEM). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Statistical tests: (**A**–**F**), two-tailed *T*-test, Bonferroni–Dunn post hoc.

WAT SIRT1 activation here and in prior reports^19,43,48,49^ suggested that fasting enhances NAD^+^ metabolism. The hepatocyte is a key driver of energy metabolism during generalized fasting and upon glucose-specific deprivation^1,5–7,9–11,50–52^. Therefore, we examined whether hepatocyte-adipose browning signaling pathways associated with increases in NAD^+^ salvage via the NAMPT pathway. Hepatic FGF21, SIRT1, and NAMPT expression increased within 24 h fasting (Fig. 1B). Immunoblot data confirmed that increased hepatic NAMPT expression accompanied increased NAMPT protein abundance during fasting (Fig. 1C).

We identified trehalose and its degradation-resistant trehalose analogue, lactotrehalose (LT), as fasting-mimetic compounds that activate the hepatocyte fasting-like response^5,6,8,9,53,54^. These compounds activate fasting-like signaling pathways, in part, by inhibiting glucose transport into the hepatocyte. We asked if trehalose and LT^6,53–55^ also induced NAMPT expression in isolated primary murine hepatocytes incubated in standard growth media (10% FCS, 4.5 g/L glucose). Analogous to the effect of physiological fasting in mice, the hepatocyte glucose transporter inhibitors, trehalose and LT, induced FGF21, NAMPT and UCP1 expression (Fig. 1D). Similarly, in vivo 24 h oral trehalose feeding (3% in drinking water, ad libitum) modestly induced liver NAMPT expression (Fig. 1E).

We next assessed the ability of trehalose and LT to reverse fructose-induced suppression of hepatocyte fasting responses in vitro. To that end, WT primary murine hepatocytes were treated in starve media (0.5% FCS, 1 g/L glucose) with or without 10 mM fructose in the presence or absence trehalose or LT (Fig. 1F). Fructose incubation suppressed fasting-induced NAMPT expression in hepatocytes, whereas trehalose and LT reversed fructose-induced NAMPT suppression (Fig. 1F). Therefore, fasting, trehalose and LT cell-autonomously induce hepatic NAMPT expression in vitro and in vivo models.

### Hepatocyte NAMPT mediates fasting thermogenesis and fasting-induced hepatic FGF21

To test the hypothesis that hepatocyte NAMPT is required for appropriate transcriptional and thermic responses to fasting, we subjected WT and NAMPT^LKO^ littermates to indirect calorimetry during acute and prolonged fasting (1–24 h and 24–48 h fasting) protocols. We first confirmed reduced hepatic [NAD^+^] by high-performance liquid chromatography in WT and NAMPT-deficient livers (Supplementary Fig. 1A). During the light cycle of each 24 h period, NAMPT^LKO^ and WT mice had equivalent thermal regulation, regardless of fed or fasting status (Fig. 2A). In contrast, dark cycle heat generation was impaired in NAMPT^LKO^ mice only during the fasting period (Fig. 2A). Light and dark cycle respiratory exchange ratio (RER) in NAMPT^LKO^ mice was significantly greater throughout fasting light and dark cycles (Fig. 2B). We confirmed that these relationships were not biased toward prolonged fasting effects by sub-analysis of mean heat generation in each group over the course of 1 h after 6 h total fasting (Supplementary Fig. 1B). This revealed identical statistical relationships between WT and NAMPT^LKO^ heat and RER during acute fasting after 6 h fasting, vs. prolonged fasting periods up to 12–48 h. Liver TG and cholesterol accumulation was not affected in fasting NAMPT^LKO^ mice relative to fasting WT mice (Fig. 2C), although fasting levels of non-esterified fatty acids was increased in fasting NAMPT^LKO^ mice vs. fasting WT mice (Fig. 2C). However, fasting-induced hepatic FGF21 mRNA induction was significantly blunted in NAMPT^LKO^ mice Fig. 2D). To more broadly address physiological hepatocyte NAMPT fasting functions, we examined livers from NAMPT^fl/fl^ and NAMPT^LKO^ mice after 12 h fasting by unbiased transcriptomics (Fig. 2E). This revealed 440 significantly altered genes in fasting vs. fed NAMPT^fl/fl^ liver (Fig. 2E, in red). 

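Liver RNA from 2 WT Fed, 3 WT Fasting and 5 NAMPT LKO Fasting mice was analysed by RNA-seq, with 1 library per mouse. WT mice are NAMPT fl/fl mice, in which the Nampt gene carries recombination sites but is intact, and NAMPT LKO mice lack it in hepatocytes through Albumin-cre. The legend of Fig. 2E gives 4 WT Fasting mice, of which 3 are analysed here. The paper gives 12 h of fasting and random-fed controls, whereas the sample labels give 24 h of fasting and, for the fed mice, 22 h of fasting followed by 2 h of refeeding. The authors selected polyadenylated RNA, aligned single short reads with STAR to GRCm38 and counted uniquely aligned reads per Ensembl gene with featureCounts. The deposited counts were used without change. Total counts ranged from 30603080 to 41160486 in NAMPT LKO Fasting livers (median 37300586, n = 5) and from 33947232 to 43434139 in WT Fasting livers (median 41617772, n = 3), and were 42170825 and 43218540 in the WT Fed livers. Counts were normalized by edgeR's TMM method, and the 13444 genes above 1 CPM (library-scaled counts) in at least 1 library, without rRNA genes, were tested with edgeR's quasi-likelihood test in one fit of the 10 libraries. Genes with a Benjamini-Hochberg adjusted p at or under 0.05 were called. The choice of test, the threshold and the libraries in the fit could each change the number of genes called. Nampt (ENSMUSG00000020572), the targeted gene, lies on the plus strand of chromosome 12 of GRCm38 from 32820335 to 32853369. Its TMM-normalized expression was 13.2 ± 1.49 CPM (SD, n = 5) in NAMPT LKO Fasting livers and 92.4 ± 42.3 CPM (SD, n = 3) in WT Fasting livers, a log2 fold change of -2.81 (standard error 0.22, adjusted p = 0.00102 from edgeR's quasi-likelihood test). All 5 NAMPT LKO livers lay below all 3 WT Fasting livers (exact permutation test, two-sided p = 0.0179, the smallest p that 5 mice against 3 allow). Without WT Fasting mouse 3, whose value was 141 CPM, the log2 fold change was -2.37. Nampt did not differ detectably between WT Fasting and WT Fed livers (log2 fold change 0.34, standard error 0.28, adjusted p = 0.517 from edgeR's quasi-likelihood test).

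**Figure D1:**
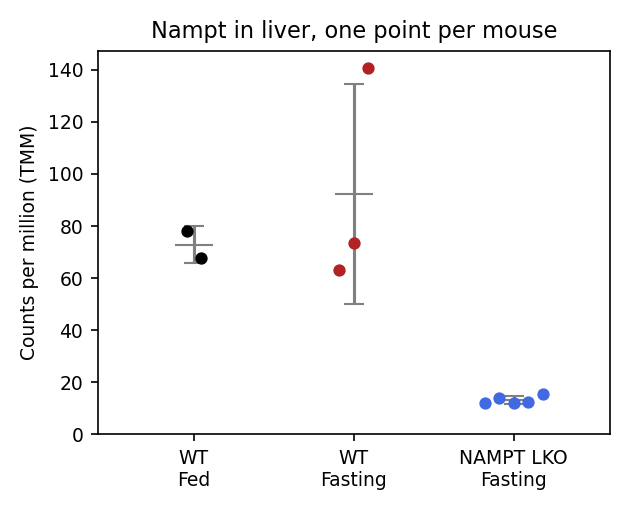
Nampt expression in TMM-normalized CPM in each liver (points), with the mean and SD of each group (gray), for 2 WT Fed, 3 WT Fasting and 5 NAMPT LKO Fasting mice. The 5 NAMPT LKO livers lie between 11.8 and 15.3 CPM, below every WT liver.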

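In the deposited counts, 946 of 13444 genes differed between WT Fasting and WT Fed livers, of which 360 were higher and 586 lower in WT Fasting livers (edgeR's quasi-likelihood test, adjusted p at or under 0.05). At an unadjusted p under 0.05, 3002 genes passed, and 397 of the 946 genes had an absolute log2 fold change of at least 1. The 3 WT Fasting livers did not overlap the 2 WT Fed livers for 6676 genes, or 49.7% of those tested, against the 20% that chance gives. The largest rises were in Igfbp1 (log2 fold change 7.65, standard error 1.14, adjusted p = 0.00376), Rgs16 (5.09, standard error 0.70, adjusted p = 0.00265) and G6pc (3.21, standard error 0.50, adjusted p = 0.00444), each from edgeR's quasi-likelihood test. Within the WT Fasting group Igfbp1 was 252 ± 269 CPM (SD, n = 3), against 1.25 ± 0.698 CPM (SD, n = 2) in WT Fed livers. The largest falls were in Serpina4-ps1 (-4.75), Nrep (-4.21) and Derl3 (-4.01), given as log2 fold changes. Serpina4-ps1 is annotated as a pseudogene, so its counts may be affected by reads of related genes, which was not tested. Fgf21 rose by a log2 fold change of 2.92 (standard error 0.53, adjusted p = 0.00987) and Sirt1 by 0.63 (standard error 0.15, adjusted p = 0.0335), both by edgeR's quasi-likelihood test. Derl3 lost significance in at least 1 of the fits that left out a WT Fasting liver, and Sirt1 in all 3 of them. With limma's voomWithQualityWeights in place of the quasi-likelihood test, 3331 genes differed, the largest number under any alternative.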

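Between NAMPT LKO Fasting and WT Fasting livers, 1 of 13444 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and this gene was Nampt. At an unadjusted p under 0.05, 811 genes passed, of which 366 were higher and 445 lower in NAMPT LKO livers, and 226 of these had an absolute log2 fold change of at least 1. At least 811 genes passed in 23 of the 56 splits of the fasting livers into groups of 5 and 3, the real one included. The number 811 alone therefore does not show an effect of genotype. The 5 NAMPT LKO livers and the 3 WT Fasting livers did not overlap for 537 genes, or 3.99% of those tested, against the 3.57% that chance gives. With edgeR's exact test 24 genes passed, and with DESeq2 21 genes passed. Both tests called 17 of these genes.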

131 hepatic transcripts were significantly altered in fasting NAMPT^LKO^ mice, vs. fasting NAMPT^fl/fl^ mice (Fig. 2E, in blue). 

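No gene passed an adjusted p of 0.05 from edgeR's quasi-likelihood test in both WT Fasting vs. WT Fed and NAMPT LKO Fasting vs. WT Fasting livers. At an unadjusted p under 0.05, 258 genes passed in both comparisons, and 223 of these moved in opposite directions in the 2 comparisons while 35 moved in the same direction. The same 3 WT Fasting livers enter both comparisons, with opposite sign. With edgeR's exact test, the genes called in both comparisons were Gspt2, Steap2, Cyp2b10, Sult5a1 and Tgtp1, named here after their values were seen. Tgtp1 was 464 CPM in WT Fasting mouse 3 and between 0.775 and 1.68 CPM in the other livers.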

Of these differentially expressed genes, 30 were differentially expressed in both comparisons (Fig. 2E, overlap). Gene Ontology analysis and confirmatory CompBio analysis revealed that hepatocyte-specific NAMPT deficiency impaired several key hepatic fasting metabolic processes. 

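Hepatic processes were examined here with 9 gene sets, written by hand before the data were examined in place of the Gene Ontology lists, and tested with limma's camera (inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over the 9 sets. CompBio was not repeated. In WT Fasting vs. WT Fed livers, the 29 PPARα and fasting target genes rose by a mean log2 fold change of 0.74 (29 of 29 higher, adjusted p = 3.31e-10 from limma's camera) and the 25 lipid synthesis genes had a mean log2 fold change of -0.96 (20 of 25 lower, adjusted p = 5.41e-08 from limma's camera). The 47 respiratory assembly genes had a mean log2 fold change of -0.25 (37 of 47 lower, adjusted p = 0.000241 from limma's camera). With the correlation between genes estimated from the data, the respiratory assembly genes passed (adjusted p = 0.0498 from limma's camera) and the PPARα and fasting targets and lipid synthesis did not. In NAMPT LKO Fasting vs. WT Fasting livers, neither of these last 2 sets moved past the threshold. The PPARα and fasting targets had a mean log2 fold change of 0.075 (adjusted p = 0.337) and the lipid synthesis genes of 0.058 (adjusted p = 0.831), both from limma's camera. The 27 genes of NAD metabolism, without Nampt, had a mean log2 fold change of -0.051 (adjusted p = 0.337 from limma's camera). No gene of any of the 9 sets passed an adjusted p of 0.05 in NAMPT LKO Fasting vs. WT Fasting livers by edgeR's quasi-likelihood test.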

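In NAMPT LKO Fasting relative to WT Fasting livers, 58 of 77 respiratory chain genes of the nuclear genome were lower, with a mean log2 fold change of -0.10 (adjusted p = 9.52e-06 from limma's camera). The library means of this set overlapped, from -0.22 to 0.049 on the log2 scale in the 5 NAMPT LKO livers and from 0.016 to 0.16 in the 3 WT Fasting livers. Of the 56 genes of amino acid catabolism, 42 were lower, with a mean log2 fold change of -0.089 (adjusted p = 0.0115 from limma's camera). The 13 protein-coding genes of the mitochondrial genome were all higher, with a mean log2 fold change of 0.41 (adjusted p = 0.00109 from limma's camera). This difference was 0.075 (adjusted p = 0.369) without NAMPT LKO mouse 5 and 0.26 (adjusted p = 0.141) without WT Fasting mouse 3, both from limma's camera. The 22 genes of the TCA cycle (mean log2 fold change -0.029), the 47 respiratory assembly genes (-0.052) and the 5 genes of ketone body synthesis (-0.075) did not pass an adjusted p of 0.05 in the same test, with adjusted p of 0.337, 0.289 and 0.337. When the correlation between genes was estimated from the data in place of the fixed value, none of the sets passed, and the respiratory chain genes of the nuclear genome had an adjusted p of 0.586 from limma's camera.

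**Figure D2:**
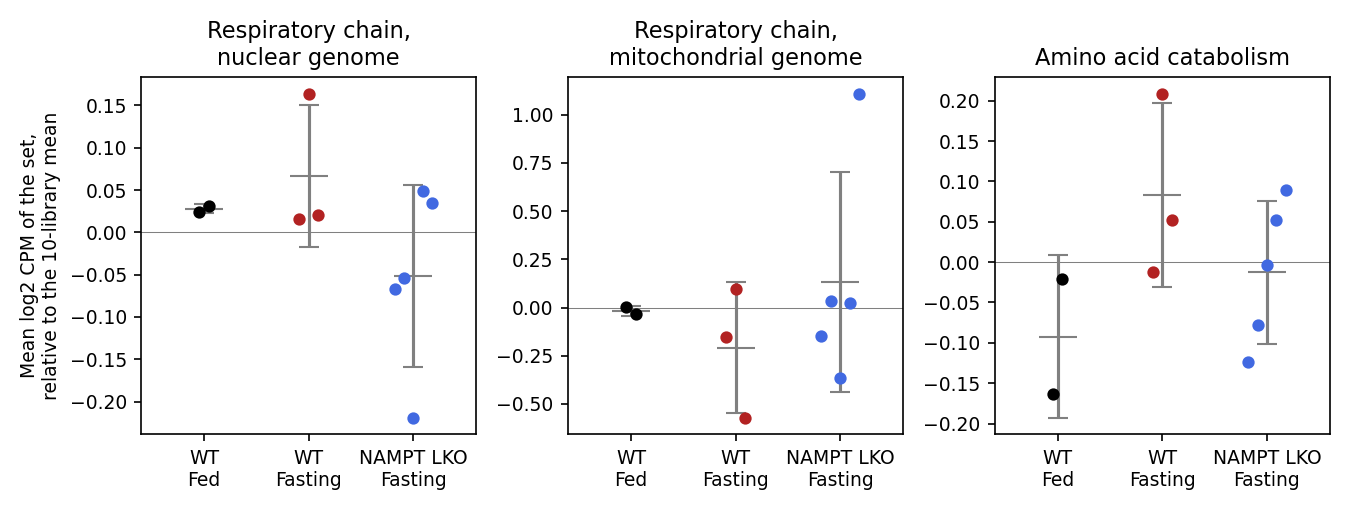
Mean log2 CPM of 3 gene sets in each liver (points), relative to the mean of the 10 libraries, with the mean and SD of each group (gray). The WT Fasting and NAMPT LKO Fasting livers overlap in each set, and NAMPT LKO mouse 5 lies at 1.11 for the mitochondrial genome.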

Among the most significantly impaired hepatic Gene Ontology processes in fasting NAMPT^LKO^ mice were cofactor and redox metabolism, ATP synthesis and electron transport, carbon and amino acid catabolism, and oxidative phosphorylation (Fig. 2F) without significant changes in ketone body biosynthesis. 

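Among single genes of 3 of these sets, the lowest p in NAMPT LKO Fasting vs. WT Fasting livers belonged to Ndufa13 in the respiratory chain (log2 fold change -0.42, standard error 0.13, adjusted p = 0.761), Ivd in amino acid catabolism (-0.33, standard error 0.12, adjusted p = 0.798) and Sdhc in the TCA cycle (-0.22, standard error 0.11, adjusted p = 0.837), by edgeR's quasi-likelihood test. None of these 3 differences passed after adjustment over all genes tested. The unadjusted p from the same test were 0.0071 for Ndufa13, 0.0167 for Ivd and 0.0656 for Sdhc. Only for Ndufa13 did the livers of the 2 groups not overlap. Each gene was picked for the lowest p of its set, so its unadjusted p overstates the evidence. The paper proposes, as a hypothesis with which it finds its data compatible, that NAMPT is needed for redox and bioenergetic regulation in fasting hepatocytes.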

The data are consistent with the hypothesis that NAMPT is required to regulate hepatocyte redox and bioenergetic physiology during fasting.

**Fig. 2:**
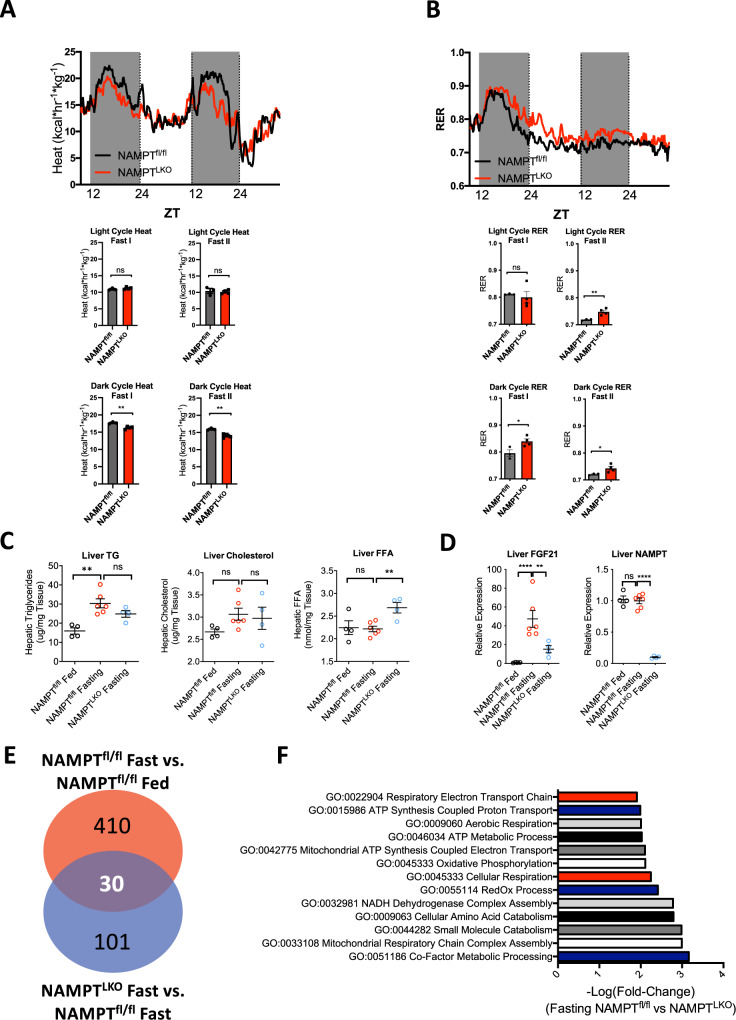
Mild fasting metabolic defects in NAMPT^LKO^ mice. **A** Heat-Zeitgeber Time tracing in WT and NAMPT^LKO^ littermate mice during light and dark cycles during fasting. Mean heat production in WT and NAMPT^LKO^ mice during light and dark cycle fed and early (Fasting I, 1- 24 h) and prolonged (Fasting II, 24–48 h) fasting periods is graphed below. *n* = 3 WT, 4 NAMPT^LKO^ mice. **B** RER-Zeitgeber time tracing in WT and NAMPT^LKO^ littermate mice during light and dark cycles during ad-lib fed (first 24 h) and fasting periods. Mean RER in WT and NAMPT^LKO^ mice during light and dark cycle fed and fasting periods is graphed below. *n* = 3 WT, 4 NAMPT^LKO^ mice. Error bars in (**A**–**B**) (bottom panels) represent SEM. Circles, WT mice. Squares, NAMPT^LKO^ mice for (**A** and **B**). **C** Liver triglycerides (TG), total cholesterol and non-esterified fatty acid (FFA) quantification following 48 h fasting in WT and NAMPT^LKO^ mice. *n* = 4 WT Fed, 6 WT Fasting; 4 NAMPT^LKO^ Fasting. **D** qPCR quantification of liver FGF21, NAMPT in fed and 48 h-fasting WT and NAMPT^LKO^ mice. *n* = 4 WT Fed, 6 WT Fasting; 4 NAMPT^LKO^ Fasting. Error bars in (**C** and **D**). represent SEM. Black circles, Fed WT, Red circles, fasting WT, Blue circles, Fasting NAMPT^LKO^ mice. **E** Venn diagram representing significantly altered genes (*P* < 0.05) in random-fed vs. 12 h fasting WT and NAMPT^LKO^ mice, quantified by unbiased transcriptomics. *n* = 2 WT Fed, 4 WT Fasting; 5 NAMPT^LKO^ Fasting. **F** Bar plot demonstrating −log(FC) for significantly down-regulated gene ontology (GO) pathways revealed when comparing WT vs. NAMPT^LKO^ livers (*P* < 0.05). *n* = 4 WT Fed, 6 WT Fasting; 4 NAMPT^LKO^ Fasting. Statistical tests: (**A**) (upper panel), ANCOVA. **A** (lower panels), (**B**–**D**), two-tailed *T*-test, Bonferroni–Dunn post hoc correction. **E**, **F** EdgeR Exact, Benjamini–Hochberg post hoc correction.

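The third comparison of the same fit, NAMPT LKO Fasting vs. WT Fed livers, gave 1510 genes at an adjusted p of 0.05, of which 625 were higher and 885 lower in NAMPT LKO Fasting livers (edgeR's quasi-likelihood test). At an unadjusted p under 0.05, 3507 genes passed.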

### Hepatocyte NAMPT protects against diet-induced glucose intolerance

We next subjected NAMPT^fl/fl^ (WT) and NAMPT^LKO^ mice to 12wk Western diet feeding to test the hypothesis that hepatocyte NAMPT protects against the deleterious metabolic effects of overnutrition. We selected this model of diet-induced metabolic disease in part because it models both the high fat and carbohydrate content that is prevalent in the diets of modern industrialized populations^56^. Throughout its 12wk dietary challenge, body weight (Fig. 3A) and caloric expenditure during light- and dark cycles (Fig. 3B) were unaffected in NAMPT^LKO^ mice. Similarly, total body fat mass, lean mass, and circulating TG, total cholesterol and LDL were unaffected by hepatocyte NAMPT deficiency (Fig. 3C, D). Similarly, liver weight-to-body weight ratio, transaminases and albumin were unchanged in NAMPT^LKO^ mice (Fig. 3E). In contrast, fasting glucose (16 h) was significantly elevated in NAMPT^LKO^ mice when compared with WT mice, whereas plasma insulin was not statistically different (Fig. 3F). Accordingly, insulin tolerance (Fig. 3G) was unaltered in NAMPT^LKO^ mice relative to WT mice, whereas NAMPT^LKO^ mice were significantly more glucose intolerant (Fig. 3H). Overall, loss-of-function data suggest that hepatocyte NAMPT is essential to protect against diet-induced glucose intolerance.

**Fig. 3:**
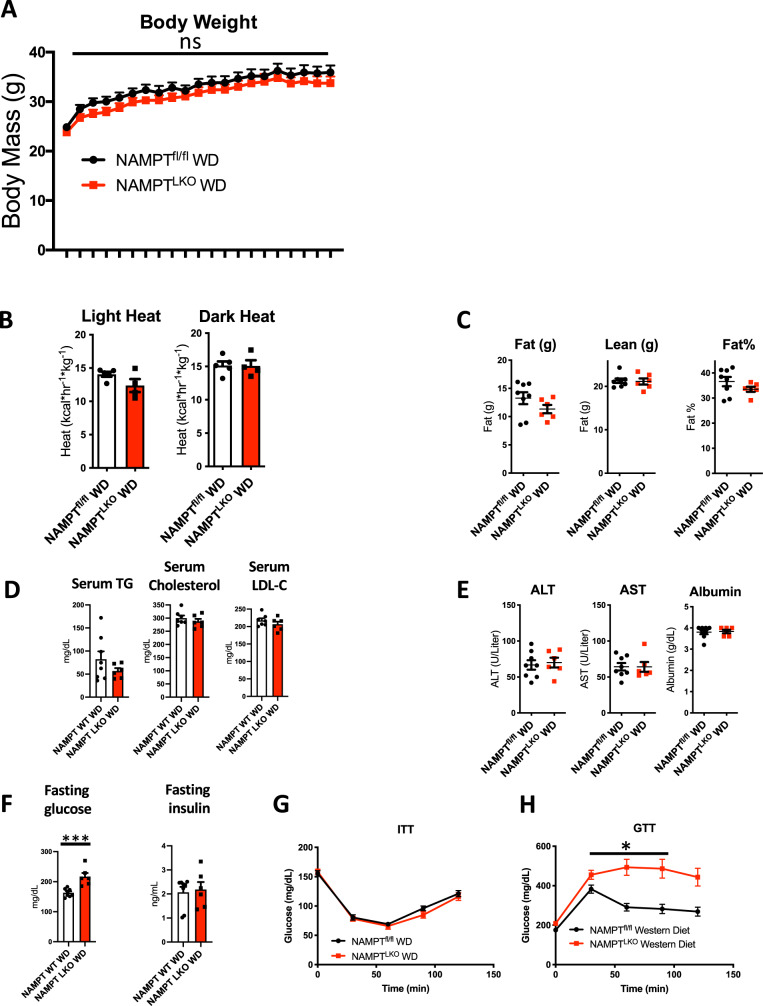
Hepatocyte NAMPT protects against diet-induced glucose intolerance. **A** Body weights over time in WT and NAMPT^LKO^ mice on 12wk Western diet. *n* = 8 WT, 6 NAMPT^LKO^ mice. **B** WT and NAMPT^LKO^ mice were subjected to 12wk Western dietary feeding and metabolic phenotyping by indirect calorimetry at 4wk and 12wk post-initiation of dietary intervention. Mean heat generation during light and dark cycles is demonstrated for light and dark cycles. *n* = 5 WT, 4 NAMPT^LKO^ mice. **C** Fat and lean mass and % body fat in WD-fed WT and NAMPT^LKO^ mice. *n* = 8 WT, 6 NAMPT^LKO^ mice. **D** Circulating lipids in 12wk WD-fed WT and NAMPT^LKO^ mice. *n* = 8 WT, 6 NAMPT^LKO^ mice. TG, triglycerides; LDL-C, low-density lipoprotein cholesterol. **E** Serum transaminases, albumin and liver weight-to-body weight ratios in 12wk WD-fed WT and NAMPT^LKO^ mice. *n* = 8 WT, 6 NAMPT^LKO^ mice. **F** 4 h fasting insulin and glucose in 12wk WD-fed WT and NAMPT^LKO^ mice. *n* = 8 WT, 6 NAMPT^LKO^ mice. **G** and **H** Insulin tolerance and glucose tolerance testing in WT and LKO mice after 12wk WD feeding. *n* = 8 WT, 6 NAMPT^LKO^ mice. *P < 0.05 vs. NAMPT WT. Error bars in (**A**–**F** and **H**) represent SEM. Circles, Western diet-fed WT, Squares, Western diet-fed NAMPT^LKO^. Statistical tests: (**A**, **G**, **H**), repeated measures ANOVA. **B**–**F** Two-tailed *T*-test.

### Increased hepatocyte [NAD^+^] links NAMPT overexpression with increased hepatic FGF21 expression

These findings led us to define the consequences of direct NAMPT upregulation in hepatocytes. FGF21 improves peripheral glucose homeostasis in mice and in humans^31^. Therefore, we first asked whether hepatocyte NAMPT cell-autonomously induces FGF21 expression. Primary murine hepatocytes transfected with adenovirus encoding wild-type murine NAMPT increased SIRT1, PGC1α, and FGF21 expression when compared with GFP-transfected hepatocytes. Pan-FGF receptor inhibitor, LY2874455 (FGFRi) had no suppressive effect on gene expression for NAMPT or for any of the signaling intermediaries quantified (Supplementary Fig. 2A), suggesting that autocrine FGF receptor function is not required for NAMPT regulation of SIRT1, FGF21, and PGC1α. However, an inhibitor of exocytosis, brefeldin A, blocked appearance of the FGF21 peptide in the extracellular media of isolated hepatocytes overexpressing NAMPT (Supplementary Fig. 2B). Similarly, brefeldin A increased NAMPT protein, but not mRNA, in the hepatocyte lysate fraction in treated cultures overexpressing NAMPT (Supplementary Fig. 2B and 2C). In contrast, in unperturbed primary murine hepatocytes, NAMPT overexpression also induced FGF21 (Supplementary Fig. 2D). The data suggest that NAMPT activates hepatocyte FGF21 expression and secretion. To interrogate this pathway in vivo, we expressed GFP or NAMPT in WT C57B6/J mice by tail-vein adenovirus. AdNAMPT increased both hepatic [NAD^+^] and FGF21 protein and mRNA 48 h after AdNAMPT delivery in vivo (Supplementary Fig. 3A, C). This was associated with increased NAD^+^-dependent lysine deacetylase activity in cultured AML12 hepatocytes (Supplementary Fig. 3B). In this acute phase, hepatic triglycerides, hepatic cholesterol and caloric expenditure were not altered in lean mice overexpressing hepatic NAMPT (Supplementary Fig. 3D, E).

### Hepatic NAMPT induces hepatic FGF21 and enhances glucose homeostasis in leptin receptor-deficient obese mice

We next tested the hypothesis that activating hepatocyte NAMPT attenuates glucose intolerance in diabetic models (Fig. 4A). *LepR*-deficient (*db/db*) mice overexpressing NAMPT did not regulate body weight, body composition, or circulating lipids differently than GFP-overexpressing mice (Fig. 4B, C, D). However, *db/db* mice overexpressing NAMPT exhibited broad transcriptomic differences as quantified by RNA sequencing in livers obtained from NAMPT- and GFP-overexpressing *db/db* mice (Fig. 4E). We observed highest-magnitude changes in several pathways (significance threshold *P* < 0.05), including NOD-like receptor signaling (e.g., a KEGG-catalogued pathway that encompasses the *Nampt* gene), protein degradation, PPAR signaling, fatty acid synthesis and metabolism, and insulin signaling through the PI3K-Akt pathway (Fig. 4F). For example, FGF21 was significantly upregulated, confirmed by qRT-PCR in crude liver cDNA preparations from *db/db* x AdGFP and *db/db* x AdNAMPT overexpressing mice (Fig. 4G). NAMPT overexpression similarly increased liver FGF21 protein (Fig. 4H) and FGF21 peptide in *db/db* liver and serum (Fig. 4I), when compared with GFP-overexpressing *db/db* mice. These transcriptomic hallmarks of hepatic insulin sensitivity, and increased hepatic and circulating FGF21 were accompanied by significantly lower plasma glucose throughout both glucose and insulin tolerance testing curves in NAMPT-expressing *db/db* mice (Fig. 4J, K and Supplementary Fig. 4A).

**Fig. 4:**
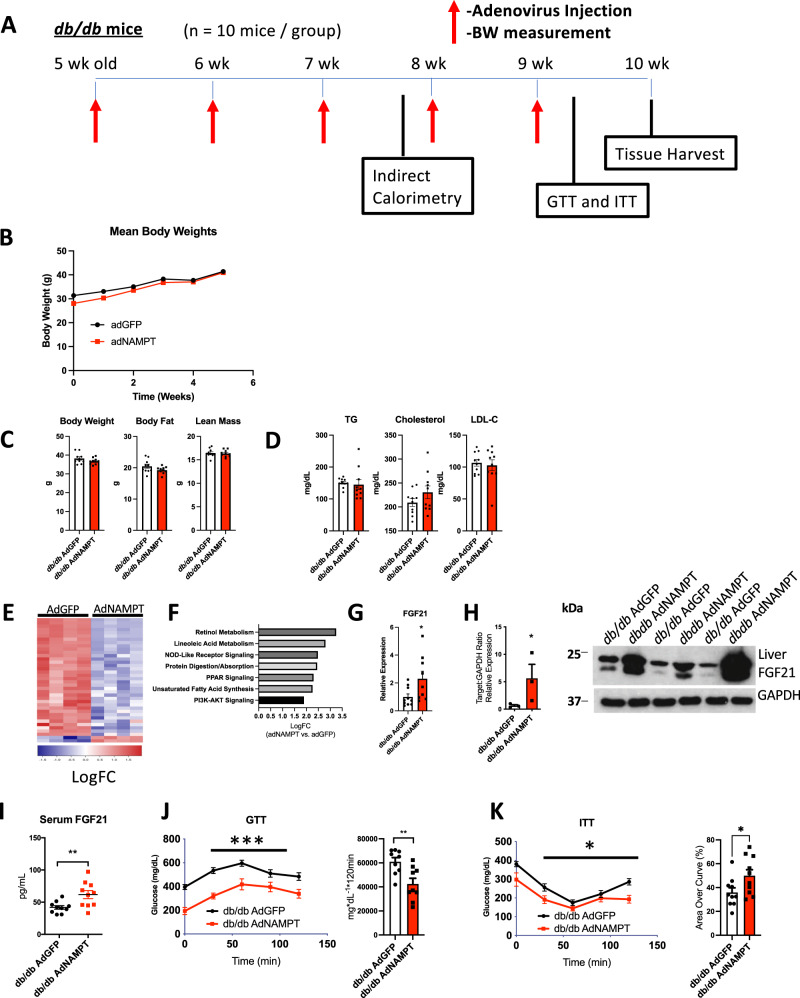
NAMPT induces FGF21 and insulin sensitivity independent of lepR signaling. **A** Experimental design for *db/db* AdNAMPT analyses. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. **B** Body weight over time in *db/db* mice expressing GFP or NAMPT. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. **C** Body composition by echoMRI analysis in mice expressing GFP or NAMPT. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. **D** Serum triglycerides (TG), cholesterol and low-density lipoprotein cholesterol (LDL-C) in *db/db* mice treated with adenovirus to overexpress GFP or NAMPT. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. **E** RNAseq quantification heatmap, arranged by calculated hierarchical clustering, demonstrating genes *P* < 0.05 in *db/db* AdNAMPT vs. AdGFP mice. *n* = 4 *db/db* AdGFP; 4 *db/db* AdNAMPT mice. Color scale represents Log(FC) (**F**). Most significantly altered KEGG pathways demonstrating log(FC) between *db/db* AdNAMPT and *db/db* AdGFP livers. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. Unadjusted *P* < 0.05 for all pathways shown. **G** qPCR confirmation of RNAseq data suggesting upregulated liver FGF21 for *n* = 10 *db/db* AdGFP; 9 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. **H** and **I** FGF21 quantification by immunoblot analysis and serum ELISA in *db/db* AdGFP and *db/db* AdNAMPT mice. *n* = 3 *db/db* AdGFP; 3 *db/db* AdNAMPT mice for immunoblot data. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice for ELISA data. *P < 0.05, **P < 0.01 vs. AdGFP. **J** Glucose tolerance testing and area under the GTT curve in *db/db* mice treated with adenovirus encoding GFP or NAMPT. *n* = 9 *db/db* AdGFP; 9 *db/db* AdNAMPT biologically independent mice. **K** Insulin tolerance testing and % area over the ITT curve in *db/db* mice treated with adenovirus encoding GFP or NAMPT. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. In (**G**–**K**), Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars in (**G**, **H**) (left), (**I**–**K**) represent SEM. Statistical tests: (**B**, **J**, **K**), repeated measures ANOVA. **C**, **D**, **G**, **H**, **I**, **J** (right panel), (**K**) (right panel) two-tailed *T*-test. **F** EdgeR Exact, Benjamini–Hochberg post hoc correction.

### NAMPT enhances energy homeostasis in leptin receptor-deficient obese mice

To test the hypothesis that hepatic NAMPT regulates peripheral adipose browning and thermogenesis, we analyzed the effects of hepatocyte-specific NAMPT overexpression on WAT browning markers UCP1 and PGC1α. Both marker genes were induced by NAMPT adenoviral expression (Fig. 5A), as were WAT SIRT1 and NAMPT both in NAMPT-overexpressing *db/db* mice in vivo (Fig. 5B), and in FGF21-treated adipose tissue explants (Supplementary Fig. 4B). UCP1 protein was similarly increased in WAT crude lysates obtained from NAMPT-overexpressing *db/db* mice (Fig. 5C) when compared with GFP-expressing mice.

**Fig. 5:**
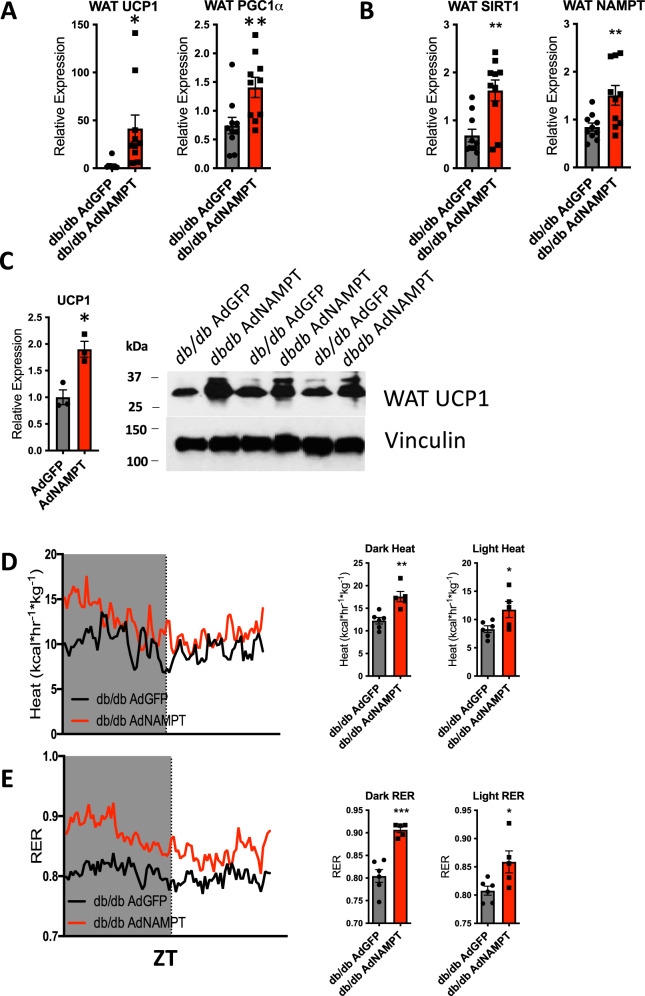
NAMPT overexpression induces white adipose tissue (WAT) browning and thermogenesis in *db/db* mice. **A** and **B** qPCR analysis of white adipose tissue UCP1, PGC1α, NAMPT, and SIRT1 expression in mice 7 days after tail-vein delivery of adenovirus encoding *db/db* AdGFP or *db/db* AdNAMPT. *n* = 10 *db/db* AdGFP; 10 *db/db* AdNAMPT mice. **C** Representative immunoblot analysis of WAT UCP1 protein accumulation from *n* = 3 *db/db* AdGFP and *n* = 3 *db/db* AdNAMPT mice. **D** Left, heat-ZT tracing in GFP- and NAMPT-overexpressing *db/db* mice. *n* = 6 *db/db* AdGFP; 5 *db/db* AdNAMPT mice. Right, quantification of mean heat by indirect calorimetry during dark and light cycles. **E** Left, RER-ZT tracing in GFP- and NAMPT-overexpressing *db/db* mice. *n* = 6 *db/db* AdGFP; 5 *db/db* AdNAMPT mice. Quantification of mean RER by indirect calorimetry in *db/db* AdGFP and *db/db* AdNAMPT mice during light and dark cycles. *n* = 6 *db/db* AdGFP; 5 *db/db* AdNAMPT mice. Circles, *db/db* AdGFP mice, Squares *db/db* AdNAMPT mice. *P < 0.05, **P < 0.01, ***P < 0.001 vs. bracketed control. Error bars in (**A**–**C**) (left), and (**E**). represent SEM. Statistical tests: (**A**–**C**), two-tailed *T*-test. **D**, **E** ANCOVA.

To define the functional outcome of these molecular changes in the WAT depot, we subjected *db/db* x AdNAMPT and *db/db* x AdGFP mice to indirect calorimetry. AdNAMPT-treated mice exhibited significantly greater light and dark cycle thermogenesis, O_2_ and CO_2_ exchange, and RER, when compared with GFP-overexpressing mice (Fig. 5D, E). Taken together, this demonstrates that hepatocyte NAMPT expression induces hepatic *fgf21* expression, and improves thermogenesis, and peripheral glucose homeostasis in diabetic mice, independent of leptin receptor signaling.

### SIRT1 distinguishes NAMPT-mediated control of light- and dark-cycle energy utilization

NAMPT induces FGF21 and reverses metabolic derangements in diet-induced and genetic models of obesity and glucose intolerance. We next directly tested the hypothesis that hepatocyte SIRT mediates the therapeutic effects of NAMPT on *fgf21* expression and glucose homeostasis. We subjected SIRT1^fl/fl^ (WT) and hepatocyte-specific SIRT1-deficient (SIRT1^LKO^) littermate mice to chow or Western diet feeding (12wk) in the presence or absence of hepatocyte-specific (thyroxine binding globulin promoter-driven) NAMPT overexpression. Western diet feeding increased body weight gain, and impaired glucose homeostasis wild-type mice (Fig. 6A–C). Although hepatocyte NAMPT expression had no effect on body weight, NAMPT overexpression lowered 4 h fasting glucose, insulin and HOMA-IR in hepatocyte SIRT1-deficient mice (Fig. 6B–D), relative to Western diet-fed, vector-expressing SIRT^LKO^ controls (Fig. 6D).

**Fig. 6:**
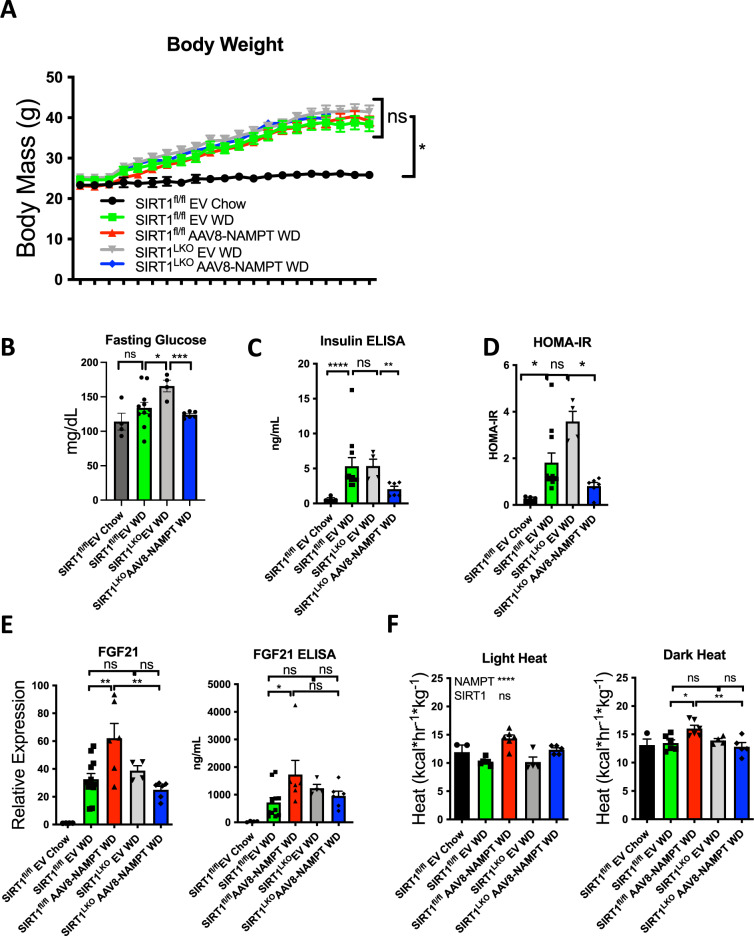
NAMPT induces SIRT1-dependent hepatic FGF21 and selectively enhances energy metabolism. **A** Body weights over time in WT and SIRT1^LKO^ mice overexpressing empty vector or NAMPT on 12wk Western diet. *n* = 3 SIRT1^fl/fl^ Chow; 9 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 5 SIRT1^LKO^ EV WD. **B**–**D** 4 h fasting glucose, insulin, and HOMA-IR (homeostatic model of insulin resistance − fasting glucose (mg/dL) × fasting insulin (ng/mL)/405) in WT and SIRT1^LKO^ mice overexpressing vector or NAMPT after 12wk chow or Western diet feeding. *n* = 4 SIRT1^fl/fl^ Chow; 11 SIRT1^fl/fl^ EV WD; 4 SIRT1^LKO^ EV WD; 6 SIRT1^LKO^ AAV8-NAMPT WD. **E** FGF21 mRNA and serum peptide, as quantified by qRT-PCR in livers and by serum ELISA in WT and SIRT1^LKO^ mice overexpressing empty vector or NAMPT after Western diet feeding. Interaction, *P* < 0.01 and <0.05 for FGF21 mRNA and peptide, respectively. *n* = 4 SIRT1^fl/fl^ Chow; 11 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 4 SIRT1^LKO^ EV WD; 6 SIRT1^LKO^ AAV8-NAMPT WD (**F**). Indirect calorimetry in WT and SIRT1^LKO^ mice overexpressing vector or NAMPT after 12wk chow or Western diet feeding. *n* = 3 SIRT1^fl/fl^ Chow; 6 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 4 SIRT1^LKO^ EV WD; 5 SIRT1^LKO^ AAV8-NAMPT WD. Interactions for light and dark cycle heat: *P* = ns, and *P* < 0.01 respectively. *, **, *P* < 0.05, <0.01 vs. bracketed control by Tukey’s multiple comparisons testing. Error bars in (**A**–**F**) represent SEM. Circles, SIRT1^fl/fl^ Chow; Squares, SIRT1^fl/fl^ EV WD; Upward Triangles SIRT1^fl/fl^ AAV8-NAMPT WD; Downward Triangles, SIRT1^LKO^ EV WD; Diamonds SIRT1^LKO^ AAV8-NAMPT WD. Statistical tests: (**A**), repeated measures ANOVA. **B**–**D** one-way ANOVA with Dunnett’s post hoc testing. **E**, **F** Two-way ANOVA, Tukey’s post hoc correction.

NAMPT induces *fgf21* expression, protein, and peptide in diabetic mouse livers and peripheral circulation. We therefore tested the hypothesis that hepatocyte NAMPT induces hepatocyte *fgf21* by activating SIRT1 using Western diet-fed WT and SIRT1^LKO^ mice expressing control vector or NAMPT. Again, hepatocyte NAMPT increased hepatic and circulating *fgf21* mRNA and peptide in Western diet-fed WT mice. NAMPT-induced FGF21 expression was abrogated in SIRT1^LKO^ mice, and NAMPT-induced circulating FGF21 peptide trended lower in SIRT1^LKO^ mice vs. WT mice overexpressing hepatocyte NAMPT (Fig. 6E).

Indirect calorimetry in Western diet-fed WT and SIRT1^LKO^ mice revealed that hepatocyte NAMPT overexpression induced heat production in WT mice during both light- and dark-cycles (Fig. 6F). However, hepatocyte SIRT1 deficiency abrogated dark-cycle, but not light-cycle thermogenesis in NAMPT-overexpressing mice (Fig. 6F). This phenocopies the specific dark-cycle thermic defects observed in fasting NAMPT^LKO^ mice (Fig. 2A) and is underscored by significant two-way NAMPT-SIRT1 interactions identified in dark-, but not light-cycle thermogenesis (Fig. 6F). The data indicate that hepatocyte NAMPT-SIRT1 signaling distinguishes light- and dark-cycle energetic control.

To better define NAMPT-SIRT1 signaling in lipid homeostasis in vivo, we examined hepatic and peripheral effects of hepatocyte NAMPT expression in WD-fed WT and SIRT1^LKO^ mice. NAMPT overexpression did not reduce serum transaminases or intrahepatic TG content in Western diet-fed mice (Supplementary Fig. 5A and B). Blinded histopathological analysis of livers in all Western diet-fed groups demonstrated simple steatosis without significant differences in NAS scoring or any of its component scores (e.g., steatosis, lobular inflammation, or ballooning, Supplementary Fig. 5C, D). In contrast, NAMPT and SIRT1 exerted independent effects on diet-induced dyslipidemia. Main effect analysis confirmed that hepatocyte NAMPT expression significantly reduced circulating TG and cholesterol (Fig. 7A), and liver weight-to-body weight ratio (Fig. 7B), whereas SIRT1 deficiency exacerbated the dyslipidemic effect of WD feeding without altering liver weight-to-body weight ratio. However, two-way analysis revealed that NAMPT and SIRT1 did not significantly interact to produce these effects (Fig. 7A, B). In addition, we observed differential SIRT1 and NAMPT interactions in regulating de novo lipogenic pathway gene expression. Main effect analysis here indicated that NAMPT expression reduced LPK, ACC1, and ELOVL6 expression, whereas SIRT1 deficiency independently exacerbated diet-induced ACC1, FASN and ELOVL6 expression (Fig. 7C). Conversely, NAMPT and SIRT1 significantly interacted to modulate GPAT expression as defined by two-way NAMPT-SIRT1 interaction. Post hoc analysis indicated significantly lower hepatocyte GPAT expression in NAMPT-expressing WT mice, whereas this effect was abrogated in SIRT1^LKO^ liver (Fig. 7C). Together, the data suggest that a NAMPT-SIRT1 axis mediates hepatocyte and circulating FGF21. Yet, surprisingly, the regulatory actions of NAMPT and SIRT1 in modulating hepatic and peripheral lipid homeostasis, largely occur in parallel.

**Fig. 7:**
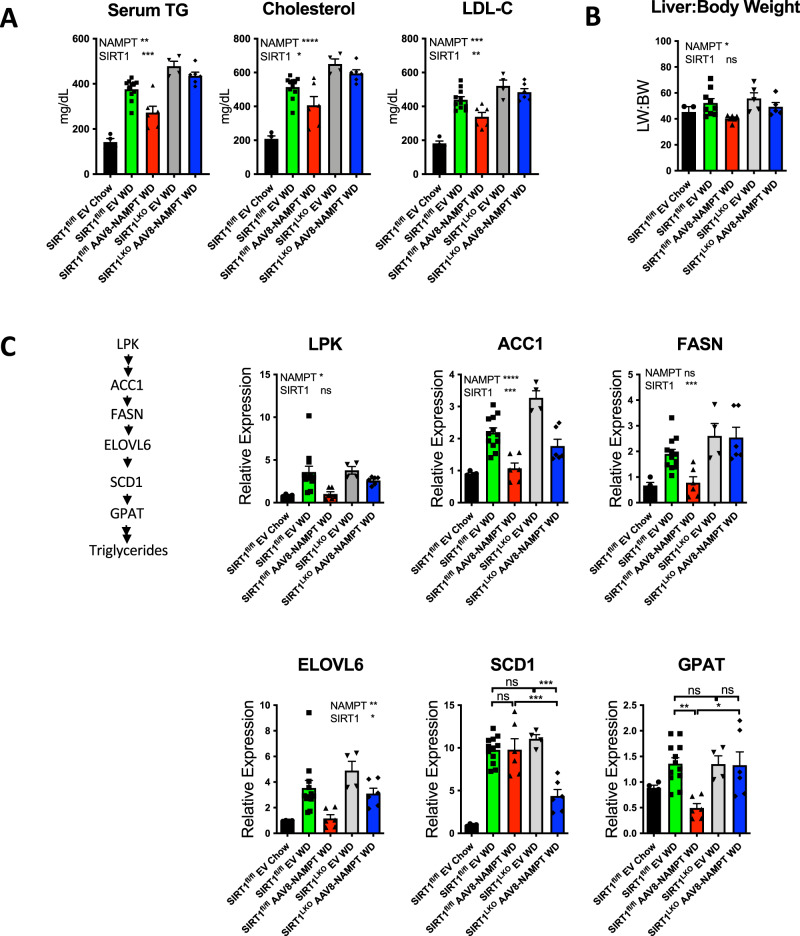
Hepatocyte SIRT1 selectively modulates anti-lipogenic effects of hepatocyte NAMPT overexpression. **A** Serum TG, cholesterol and LDL in Western diet-fed WT and SIRT1^LKO^ mice overexpressing empty vector or NAMPT. TG, triglycerides. LDL-C, low-density lipoprotein cholesterol. Interactions, *P* = ns for all circulating lipid analyses. *n* = 4 SIRT1^fl/fl^ Chow; 11 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 4 SIRT1^LKO^ EV WD; 6 SIRT1^LKO^ AAV8-NAMPT WD. **B** Liver weight-to-body weight ratios in mice analyzed in (**A**). Interaction *P* = ns. *n* = 3 SIRT1^fl/fl^ Chow; 9 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 5 SIRT1^LKO^ EV WD; 5 SIRT1^LKO^ AAV8-NAMPT WD. **C** De novo lipogenic gene expression in mice analyzed in (**B**). Linear substrate pathway is shown at left for illustrative purposes. Interaction *P* = ns for LPK, ACC1, FASN, ELOVL6. Interaction *P* < 0.05 and <0.001 for GPAT and SCD1. *, **, ***, *P* < 0.05, <0.01, <0.001 vs. bracketed control by Tukey’s multiple comparisons testing. *n* = 4 SIRT1^fl/fl^ Chow; 11 SIRT1^fl/fl^ EV WD; 6 SIRT1^fl/fl^ AAV8-NAMPT WD; 4 SIRT1^LKO^ EV WD; 6 SIRT1^LKO^ AAV8-NAMPT WD. Error bars in (**A**–**C**) represent SEM. Circles, SIRT1^fl/fl^ Chow; Squares, SIRT1^fl/fl^ EV WD; Upward Triangles SIRT1^fl/fl^ AAV8-NAMPT WD; Downward Triangles, SIRT1^LKO^ EV WD; Diamonds SIRT1^LKO^ AAV8-NAMPT WD. Statistical tests: (**A**–**C**), two-way ANOVA; **C** Tukey’s post hoc correction.

### Transcriptomic analyses reveal tandem and parallel metabolic sequelae of hepatocyte NAMPT-SIRT1 interactions

Physiological data reveal complex serial and parallel metabolic signaling actions of hepatocyte NAMPT and SIRT1. Therefore, we sought to verify or refute our prior analyses by unbiased methods using transcriptomic liver analyses to further interrogate this selective interaction between hepatocyte NAMPT and SIRT1. Based on both molecular physiological and genetic data, we hypothesized that hepatocyte NAMPT exerts SIRT1-dependent and -independent transcriptional regulation. To that end, we subjected livers from WD-fed mice with or without NAMPT overexpression, and with or without hepatocyte-specific SIRT1 deficiency to transcriptomic analysis. The data demonstrated multiple significantly altered genes (FDR 0.05; Log (FC) > 2) in NAMPT-overexpressing mice when compared with vector-expressing control mice (Fig. 8A). The preponderance of these genes were upregulated, whereas hepatocyte SIRT1 deficiency yielded a majority of down-regulated genes when comparing the effect of NAMPT overexpression on WD-fed WT vs. SIRT1^LKO^ liver transcriptomes (Fig. 8A, left vs. right plots). This suggested that NAMPT conveys a transcriptionally stimulatory effect that depends, in part, on hepatocyte SIRT1. To define the broader NAMPT transcriptional regulation in the presence or absence of SIRT1, we quantified genes that are significantly altered (unadjusted *P* < 0.05) upon NAMPT-overexpression in WD-fed SIRT1^LKO^ mice and in WT mice. NAMPT overexpression in WD-fed WT mice significantly altered 1849 genes vs. vector controls, whereas NAMPT-overexpression in SIRT1^LKO^ mice increased 647 genes when compared with vector control SIRT1^LKO^ mice. 84 of these significantly altered transcript identities overlapped (Fig. 8B), delineating the presence of NAMPT-regulated transcripts that are both dependent and independent of SIRT1. To categorize these SIRT1-dependent and -independent transcriptomic alterations, we turned to CompBio (PercayAI, St. Louis, MO) in silico analysis. This algorithm searches significantly altered genes across peer-reviewed literature databases. It then groups genes into biological processes and pathways based on common recurrently associated concepts (Table 1). Agnostic in silico analysis revealed NAMPT-induced, SIRT1-dependent concepts that include hepatic PI3K/AKT signaling, NF- κB signaling, and regulation of T-cell signaling. SIRT1-dependent, NAMPT-suppressed included NASH-related and lipid and cholesterol and bile-acid metabolism-related transcript categories. In contrast, SIRT1-independent, NAMPT-upregulated processes included neutrophil chemotaxis and complement pathway concepts, whereas NAMPT suppressed de novo lipogenesis, hepatic steatosis, adipogenesis and retinoic acid pathways independent of SIRT1. A more granular view of the PI3K/AKT pathway as an exemplar NAMPT-SIRT1-dependent upregulated pathway revealed enhanced PI3K/AKT expression with their downstream targets in the FOXO and CREB pathways, without changes to the pro-lipogenic mTOR pathway (Fig. 8C). Overall, in silico transcriptomic analyses corroborate molecular physiological data, demonstrating that NAMPT exerts metabolic actions that occur both dependent upon and in parallel with its canonical hepatocyte protein deacetylase, SIRT1.

**Fig. 8:**
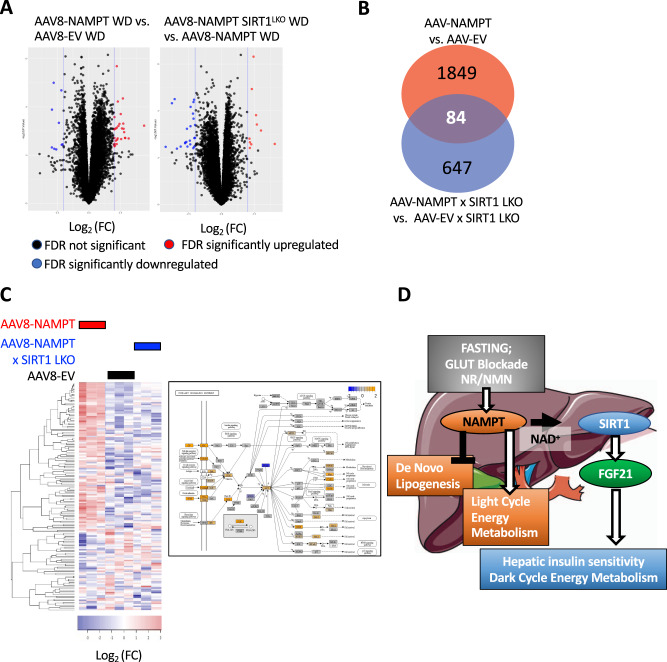
Hepatocyte NAMPT exerts SIRT1-dependent and SIRT-independent transcriptional effects. **A** Volcano plots showing differentially expressed genes from (threshold log(FC) = 2, FDR < 0.05) livers from WD-fed SIRT1^fll/fl^ NAMPT-overexpressing mice and WD-fed SIRT1^fll/fl^ vector controls (at left). Right, volcano plot showing differentially-expressed genes in livers from WD-fed NAMPT-overexpressing SIRT1^LKO^ mice vs. NAMPT-overexpressing SIRT1^fll/fl^ mice. *n* = 3 WD-fed SIRT1^fll/fl^ EV; 3 WD-fed SIRT1^fll/fl^ NAMPT; 3 WD-fed SIRT1^LKO^ AAV8-NAMPT. **B** Gene count of differentially expressed genes in livers from WD-fed SIRT1^fll/fl^ AAV-NAMPT vs. WD-fed SIRT1^fll/fl^ vector control mice (Red); differentially expressed genes in WD-fed SIRT1^LKO^ mice and WD-fed SIRT1^fll/fl^ mice overexpressing NAMPT (Blue). Common gene count is shown in their intersection (purple). *n* = 3 WD-fed SIRT1^fll/fl^ EV; 3 WD-fed SIRT1^fll/fl^ NAMPT; 3 WD-fed SIRT1^LKO^ AAV8-NAMPT. **C** Left, Unsupervised clustering of differentially expressed genes (Western diet-fed AAV8-NAMPT vs. Western diet-fed AAV8-NAMPT × SIRT1^LKO^). Right, pathway-based gene expression heatmap of the PI3K/AKT signaling pathway, a significantly upregulated GO pathway and CompBio NAMPT-SIRT1-dependent theme. Log_2_(FC) values are Western diet-fed AAV8-NAMPT vs. Western diet-fed AAV8-EV. *n* = 3 WD-fed SIRT1^fll/fl^ EV; 3 WD-fed SIRT1^fll/fl^ NAMPT; 3 WD-fed SIRT1^LKO^ AAV8-NAMPT. Heatmap color scales represent Log(FC). **D** Working model of hepatocyte NAMPT signaling and function. NAMPT nicotinamide phosphoribosyltransferase, SIRT1 sirtuin 1, FGF21 fibroblast growth factor 21, GLUT glucose transporter. Statistical tests: (**A**, **B**, **D**) EdgeR Exact, Benjamini–Hochberg post hoc correction.

**Table 1:** CompBio in silico analysis of bulk RNA sequencing data showing significantly altered pathways in livers from NAMPT OE and WT controls.

	SIRT-dependent	SIRT1-independent
Increased NAMPT OE vs. WT	PI3K/AKT signaling NF*к*B Signaling T cell Regulation	Neutrophil Chemotaxis Complement Pathway
Decreased NAMPT OE vs. WT	NASH Lipid metabolism	De novo lipogenesis Hepatic Steatosis Retinoic acid Adipogenesis

## Discussion

Nutrient withdrawal creates an adapt-or-perish proposition for an organism in general, and for the hepatocyte in particular. The lack of exogenous glucose forces a reliance upon peripheral lipolysis and fatty acid oxidation in the hepatocyte. There are three issues that arise in the hepatocyte that must then be addressed at this point. First, electrons generated through the Krebs cycle must be shuttled into the electron transport chain, and this requires an electron carrier. Second, fasting induces a redox state imbalance, which necessitates redox equivalent generation. Third, the cell must, at least ideally, coordinate the changes in fuel reliance and utilization with mitochondrial biogenesis and fat oxidation. NAD^+^ biosynthesis and salvage unify the adaptive responses to each of these stresses in the substrate-restricted hepatocyte. Accordingly, NAD^+^ is a key redox and signaling intermediary that protects against diseases ranging from aging, and neurodegeneration to diabetes and non-alcoholic fatty liver disease (NAFLD)^25,57^. Here, we employ comprehensive mouse genetic and molecular physiologic approaches to dissect the necessity, sufficiency, and downstream mechanisms by which hepatocyte NAMPT modulates hepatic and extrahepatic metabolic homeostasis (Fig. 8D). We demonstrate that hepatocyte NAMPT is an important fasting-induced hepatic factor that exerts broad, adaptive transcriptional and metabolic effects on glucose-, energy-, and lipid homeostasis. Strikingly these effects both depend upon and occur in parallel to activation SIRT1.

The therapeutic effects of the hepatocyte SIRT1 pathway are generally established, and are rooted in several sets of in vivo data. First, hepatocyte SIRT1 overexpression improves hepatic fat oxidation and FGF21 secretion, adipose browning, and insulin sensitivity^24,28,32,58^. Concordantly, hepatocyte SIRT1 deficiency causes hepatic steatosis, insulin resistance and decreased energy expenditure^22,26–29^. In light of intense study surrounding hepatocyte functions and downstream metabolic actions of SIRT1, the upstream in vivo mechanisms of hepatocyte SIRT1 activation remained remarkably underappreciated. In the current study, we demonstrate that hepatocyte NAMPT activates hepatocyte SIRT1. In the absence of metabolic perturbations, NAMPT actions in healthy, young mice are modest in consequence (Supplementary Fig. 3). Yet, under duress of overnutrition, obesity and insulin resistance, hepatocyte NAMPT *selectively* activates SIRT1-dependent transcriptional regulation to attenuate diet-induced hepatic and extrahepatic metabolic derangements in energy homeostasis and glucose homeostasis.

This surprising result gives rise to at least three important implications. First, there are qualitative elements of SIRT1 activation which determine its downstream metabolic actions. Specifically, it seems to matter not only that SIRT1 is activated, but it also matters by what upstream mechanism(s) SIRT1 is activated. This is apparent when contrasting the broader SIRT1-driven effects of both intermittent fasting and hepatocyte SIRT1 overexpression^24,28,38,39,58^ with the targeted profile of SIRT1-dependent NAMPT effects that we demonstrate in the current work (Figs. 6, 7, and 8).

Second, we establish that hepatocyte NAMPT exerts adaptive metabolic effects apart from canonical SIRT1 activation. This includes NAMPT effects on aspects of peripheral glucose and energy homeostasis (Fig. 6), and hepatocyte and circulating lipid metabolism (Figs. 7 and 8), although subsequent work will more specifically elucidate NAMPT-SIRT1 interactions in glucose homeostasis. Nevertheless, the impact of these data is that they support deeper interrogation into how NAMPT modulates metabolism without its primary NAD^+^-dependent effector. One observation upon which we can begin to hypothesize such mechanisms is that hepatocyte SIRT1 deficiency diminishes—but does not completely abrogate—hepatic or circulating FGF21 (Fig. 6E). The applicable hypothesis is, therefore, that NAMPT induces SIRT1-independent FGF21, and this remnant activation is sufficient to drive thermogenic, glucose, and lipid metabolic effects apart from direct SIRT1 regulation. An arguably more intriguing alternate hypothesis is that hepatocyte and/or extracellular NAMPT mediate additional NMN- or NAD^+^-dependent processes (e.g., SIRT1, or other sirtuin family member activation) in extrahepatic tissues^25,45,46,59^, to mediate parallel metabolic sequelae.

Finally, the data indicate that inducing the SIRT1 pathway at or proximal to the level of NAMPT may optimally leverage the broader effects of NAMPT-SIRT1 signaling, and other fasting-like intermediaries. For example, restricting hepatocyte glucose entry also conveys much of the adaptive generalized fasting response, which includes NAMPT-SIRT1 activation^5–12,60^. Here, and in our prior work, we demonstrated that both acute fasting and blocking hepatic glucose transport in vitro and in vivo activate hepatocyte NAMPT and adipose browning (Fig. 1 and Ref. ^50^), and also reduce hepatic steatosis^5–7,11,13,15,53^. These hepatocyte-centered approaches could complement broader NAMPT-SIRT activation approaches via NAD^+^ precursor administration^44,49,59,61–63^ to best approximate and augment fasting-like metabolic effects.

It is also important to note here that these data shed light on both acute and prolonged fasting (e.g., torpor). The preponderance of reported data here are from 0 to 24 h fasting mice (Fig. 2), which contextualizes the data with important foundational studies that precede this work^28,45,64^. In addition, new data from prolonged fasting mice (e.g., up to 48 h fasting, Fig. 2A, B) indicate that hepatocyte NAMPT regulates fasting thermogenesis and fuel utilization during both acute and prolonged fasting states^28,45,64^.

Overall, our data demonstrate that NAMPT is necessary and sufficient to enhance thermal, lipid and glucose homeostasis upon metabolic duress. We provide evidence that hepatocyte NAMPT activates hepatocyte SIRT1 and FGF21 to specify and refine the ensuing metabolic program, yet remarkably, SIRT1 activation is only selectively leveraged downstream of NAMPT. These data highlight a direct therapeutic role for hepatocyte NAMPT activation downstream of generalized fasting or hepatocyte GLUT inhibition, which can be utilized against obesity, aging, neurodegenerative, and other fasting-labile diseases.

## Methods

### Animal studies

All animal protocols were approved by the Washington University School of Medicine Animal Studies Committee. Male C57B/6J mice (#00664), *Sirt1*^LoxP/LoxP^ (#029603^65^), Albumin-cre (#003574) mice, and *db/db* (#003574) mice were purchased directly from the Jackson Laboratory (Bar Harbor, ME) and housed a 12 h alternating light-dark, temperature-controlled, specific pathogen-free barrier facility prior to and throughout experimentation. We obtained permission to study the *Nampt*^LoxP/LoxP^ mice as a gift from Dr. Oberdan Leo (Université Libre de Bruxelles^66^), and the mice were physically provided to us from Dr. Shin Imai’s laboratory (Washington University). Albumin-cre mice were bred with *Sirt1*^*LoxP/LoxP*^, and *Nampt*^*LoxP/LoxP*^ mice to generate germ-line, hepatocyte-specific target excision (SIRT1^LKO^ and NAMPT^LKO^ mice). Our breeding scheme for all LKO experiments was *Sirt1*^*LoxP/LoxP*^ × *Sirt1*^*LoxP/LoxP*^/Alb*Cre*^+/wt^, and *Nampt*^*LoxP/LoxP*^ × *Nampt*^LoxP/LoxP^/Alb*Cre*^+/wt^. This produced a ~1:1 ratio of mice wild-type and knockout at each locus specifically in hepatocytes. Experimental mice of each genotype were co-housed throughout dietary intervention to minimize cage-specific and microbiotic effects.

Procedures were performed in accordance with approved guidelines by the Animal Studies Committee (Washington University School of Medicine). Animal studies were performed in accordance with ethical regulations outlined by the Institutional Animal Care and Use Committee (IACUC).

### NAD^+^ quantification

NAD^+^ was extracted from frozen mouse tissue samples using cold perchloric acid. NAD^+^ concentrations were determined using an HPLC system (Prominence; Shimadzu Scientific Instruments, Columbia, MD) with a Supelco LC-18-T column (#58970-U; Sigma, St. Louis, MO) as described previously^42,45^. NAD^+^ concentrations were normalized to input tissue weight.

### Dietary treatment

Mice were fed with standard rodent chow or western diet (Teklad # TD88137) ad libitum for up to 12 weeks. During the entire treatment course, mice were given free access to sterilized water.

### AAV8- and adenovirus-mediated overexpression

AAV8 and adenovirus were administered via tail vein as we previously reported. 10^9^ particles per dose (adenovirus) and 10^11^ particles (AAV8) were delivered, each dissolved in 150 uL total injection volume per animal as we reported^8,9,50,51^. We optimized expression conditions for assay of adenovirus- and AAV8-treated mice 48h- and 10d post treatment, respectively. We also optimized conditions to achieve 1.5-2.0-fold hepatocyte NAMPT overexpression, which aligns with physiologic NAMPT upregulation during 12 h fasting or after 5d oral trehalose treatment (Supplementary Fig. 6) All viral vectors were obtained directly from Vector Biolabs Inc. (Philadelphia, PA).

### Primary hepatocyte isolation, culture and treatment

Primary murine hepatocytes obtained from WT mice were isolated^24,25,31^ and cultured and maintained in regular DMEM growth media (Sigma, #D5796) containing 10% FBS. For in vitro starvation experiments, starve media contained 1 g/L glucose and 0.5% FBS was used. For trehalose treatment assays, trehalose stimulation was 100 mM in Fig. 1D and 10 mM and 100 mM in Fig. 1F. These are physiologically relevant concentrations relative to portal venous trehalose concentrations, as we recently reported in Zhang et al., *Gastroenterology* 2020. Total culture time was 36 h for the trehalose in vitro experiments. Briefly, we plated 1 * 10^6^ cells per well in six-well plates, which yielded 70–80% confluent plates for experimentation. 12 h after plating, cells were treated with fructose in the presence or absence of trehalose or LT for 24 h. For the in vitro experiments in Supplemental Fig. 2 we seeded six-well plates containing 1 * 10^6^ cells per well (70–80% confluent plates). 12 h after plating, cells were transfected and assayed 48 h later (e.g., 60 h total plating time). All cultures were lysed in Trizol and subjected to downstream analysis.

### Ex vivo adipose tissue treatment

Sub-cutaneous adipose tissue was dissected from 6 to 8wk-old WT mice and incubated 24 h in regular growth media (DMEM + 4.5 g/L glucose + 10% FCS) with vehicle (0.1% BSA) or with 100 ng/mL recombinant murine FGF21 (R&D Systems, Minneapolis, MN). Explants were washed in ice-cold PBS and snap-frozen in PBS prior to analysis.

### Quantitative real-time RT-PCR (qRT-PCR)

Total RNA was prepared by homogenizing snap-frozen livers or cultured hepatocytes in Trizol reagent (Invitrogen #15596026) according to the manufacturer’s protocol. cDNA was prepared using Qiagen Quantitect reverse transcriptase kit (Qiagen #205310). Real-time qPCR was performed with Step-One Plus Real-Time PCR System (Applied Biosystems) using SYBR Green master Mix Reagent (Applied Biosystems) and specific primer pairs. Relative gene expression was calculated by a comparative method using values normalized to the expression of an internal control gene. Primer sequences are in Supplementary Table 1^54^.

### Immunoblotting and ELISA

Immunoblotting and FGF21 and Insulin ELISAs were performed precisely as described^10,11,50^. Protein expression levels were quantified with Image Lab software and normalized to the levels of β-actin, transferrin, or GAPDH.

### Antibodies

Antibodies against GAPDH (#5174), SIRT1 (#2028), vinculin E1E9V (#13901), and acetyl-lysine (#9441) were purchased from Cell Signaling Technology (CST, Beverly, MA, USA). NAMPT (#ab236874), UCP1 (#ab155117) and FGF21 (#ab171941) antibodies were obtained from Abcam (Cambridge, MA). The dilution for all primary antibodies was 1:1,000 in 5% non-fat milk in tris-buffered saline with tween 20 (TBST). Secondary antibodies were peroxidase-conjugated anti-rabbit and anti-mouse IgG (CST, 1:5,000-1:10,000 dilution).

### Histological analysis

Formalin-fixed paraffin-embedded liver sections were stained by H&E via the Washington University Digestive Diseases Research Core Center as we reported previously^9–11,51^. A treatment-blinded, board-certified GI/Liver pathologist scored each liver section for inflammation, steatosis, and ballooning^67^.

### Insulin and glucose tolerance testing

For insulin tolerance tests (ITT), mice were injected with 0.75 IU per kg body weight of insulin (Humalog, Eli Lilly) intraperitoneally after 4 h of fasting on Aspen bedding. For glucose tolerance tests (GTT), mice were injected with 2 g per kg body weight of glucose intraperitoneally after fasting for 4 h on aspen bedding. *db/db* mice were injected with 1 g per kg body weight of glucose intraperitoneally after fasting for 16 h on aspen bedding. Blood samples were measured at different time points with a glucometer (Arkray USA, Inc., Minneapolis, MN, USA).

### Clinical chemistry and hepatic lipid analyses

For serum analyses, submandibular blood collection was performed immediately prior to sacrifice and serum was separated. Triglycerides (Thermo Fisher Scientific #TR22421) and Cholesterol (Thermo Fisher Scientific #TR13421) quantification were performed using commercially available reagents according to manufacturer’s directions.

Hepatic lipids were extracted from ~100 mg hepatic tissue homogenized in 2:1 chloroform:methanol. 0.25–0.5% of each extract was evaporated overnight prior to biochemical quantification of triglycerides, LDL-C, cholesterol, and free fatty acids using reagents described above, precisely according to manufacturer’s directions.

### Body composition analysis

Body composition analysis was carried out in unanesthetized mice using an EchoMRI 3-1 device (Echo Medical Systems, Houston, TX) via the Washington University Diabetic Mouse Models Phenotyping Core Facility.

### Indirect calorimetry and food intake measurement

All measurements were performed in a PhenoMaster System (TSE systems) via the Washington University Diabetic Mouse Models Phenotyping Core Facility, which allowed metabolic performance measurement and activity monitoring by an infrared light-beam frame. Mice were placed at room temperature (22–24 °C) in separate chambers of the PhenoMaster open-circuit calorimetry. Mice were allowed to acclimatize in the chambers for 24 h. Food and water were provided ad libitum in the appropriate devices. The parameters of indirect calorimetry (VO_2_, VCO_2_, RER), heat and movement) were measured for at least 24 h for a minimum of one light cycle (06:01–18:00) and one dark cycle (18:01–06:00). Presented data are average values obtained in these recordings.

### Transcriptomic analysis

RNA sequencing was performed by the Washington University Genome Technology Access Center) as we reported^51^. Library preparation was performed with 10 μG of total RNA with a Bioanalyzer RIN score >8.0. Ribosomal RNA was removed by poly-A selection using Oligo-dT beads (mRNA Direct kit, Life Technologies). mRNA was fragmented and reverse transcribed to yield cDNA using SuperScript III RT enzyme (Life Technologies) and random hexamers. A second strand reaction was performed to yield ds-cDNA, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were amplified for 12 cycles and sequenced on an Illumina HiSeq-3000 using single reads extending 50 bases. RNA-seq reads were aligned to the Ensembl release 76 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3.

### Tool description

The PercayAI Software Platform performs a literature analysis to identify relevant biological processes and pathways represented by the differentially expressed entities (genes, proteins, miRNAs, or metabolites). The PercayAI Software extracts all abstracts from PubMed that reference entities of interest (or their synonyms), using contextual language processing and a biological language dictionary that is not restricted to fixed pathway and ontology knowledge bases. Conditional probability analysis is utilized to compute the statistical enrichment of biological concepts (processes/pathways) over those that occur by random sampling. Related concepts built from the list of differentially expressed entities are further clustered into higher-level themes (e.g., biological pathways/processes, cell types and structures, etc.).

### Scoring description

Within the PercayAI Software Platform, scoring of gene, concept, and overall theme enrichment is accomplished using a multi-component function referred to as the Normalized Enrichment Score (NES). The first component utilizes an empirical p-value derived from several thousand random entity lists of comparable size to the users input entity list to define the rarity of a given entity-concept event. The second component, effectively representing the fold enrichment, is based on the ratio of the concept enrichment score to the mean of that concept’s enrichment score across the set of randomized entity data.

The input criteria here were as follows: Biological processes and pathways identified from genes that were both upregulated upon NAMPT overexpression and downregulated in NAMPT-overexpressing SIRT1^LKO^ mice were labeled as SIRT1-Dependent. Biological processes and pathways identified from genes that were upregulated in NAMPT-overexpressing WT, but not downregulated in NAMPT-overexpressing SIRT1^LKO^ mice were labeled as SIRT1-Independent. Conversely, biological processes and pathways that were both downregulated upon NAMPT overexpression and upregulated in NAMPT-overexpressing SIRT1^LKO^ mice were labeled as SIRT1-Dependent. Biological processes and pathways that were down-regulated upon NAMPT overexpression in both WT and SIRT1^LKO^ liver were again labeled as SIRT1-independent.

### Statistical analyses

Data were analyzed using GraphPad Prism version 9.0 *p* < 0.05 was defined as statistically significant. Data shown are as mean ± SEM. In dot plots: the horizontal line represents the data mean. Thermogenesis data were analyzed by analysis of covariance (ANCOVA) using body weight as the covariate. Two-tailed homoscedastic *T*-testing with Bonferroni post hoc correction for multiple comparisons was used for paired analyses. Two-way ANOVA was used for analysis of statistical interactions between two independent variables (e.g., NAMPT/SIRT1). Interaction *P* values are reported in corresponding Figure Legends. Significant two-way interactions prompted Tukey’s multiple comparison analyses to compare specific group means. These post hoc results are placed within each panel, with brackets denoting specific comparisons. In cases wherein no significant two-way interaction is detected, only main effects are reported, and these are demonstrated within each panel.

Studies requiring repeated sampling from the same animal over time (e.g., body weight vs. time, glucose- and insulin tolerance testing), data were analyzed as repeated-measure mixed models with factor, time, and factor*time interaction as fixed effects. Subject within factor was designated as a random effect. Correlation of repeated measurements within subject were accounted for with a first-order autocorrelation covariance structure.

For RNAseq analyses, gene counts were imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one samples greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples by voomWithQualityWeights. The performance of all genes was assessed with plots of the residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate adjusted *p* values ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

There are no restrictions on data or material availability. Data are available upon reasonable request. The RNAseq data in Fig. 2 used in this study are available in the GEO database under accession code GSE184395. AdNAMPT db/db data generated in this study in Fig. 4 have been deposited in the GEO database under accession code GSE184513. The RNAseq data generated in this study and shown in Fig. 8 have been deposited in the GEO database under accession code GSE184394. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: SIRT1 selectively exerts the metabolic protective effects of hepatocyte nicotinamide phosphoribosyltransferase
**Source:** Nat Commun. 2022 Feb 28;13:1074. doi: 10.1038/s41467-022-28717-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplemental Fig. 1

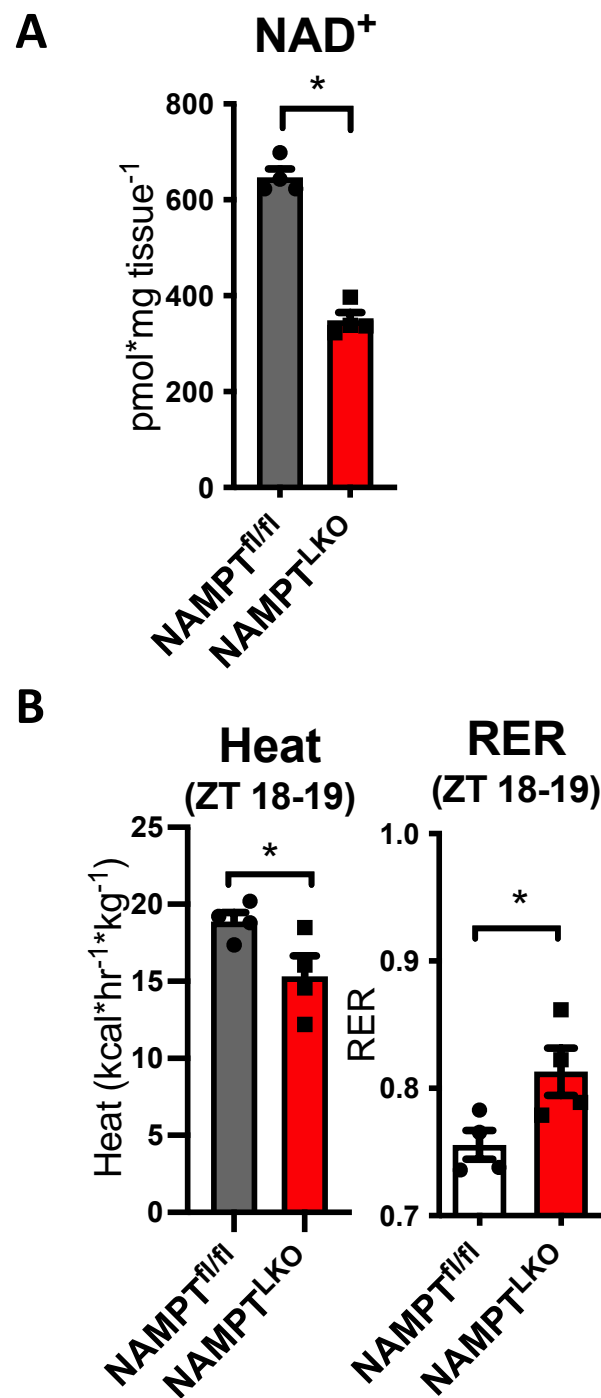

Supplementary Figure 1. Hepatocyte NAMPT mediates [NAD<sup>+</sup>] accumulation and fasting heat generation. A. NAD<sup>+</sup> quantification by high-performance liquid chromatography in livers from random-fed NAMPT<sup>fl/fl</sup> or NAMPT<sup>LKO</sup> mice. n = 4 NAMPT<sup>fl/fl</sup>; 4 NAMPT<sup>LKO</sup> mice. B. Analysis of mean 1h heat generation and RER by indirect calorimetry obtained during ZT 18-19 of the first fasting period in WT and hepatocyte-specific NAMPT deletion mutant (NAMPT<sup>LKO</sup>) mice. The data represent mean heat and RER after 6h fasting. \*, P < 0.05 vs control. n = 4 NAMPT<sup>fl/fl</sup>; 4 NAMPT<sup>LKO</sup> mice. Error bars in A. and B. represent SEM. Circles, NAMPT<sup>fl/fl</sup>, Squares, NAMPT<sup>LKO</sup> mice.

Statistical tests: S1A, S1B, 2-tailed T-test.

# Supplemental Fig. 2

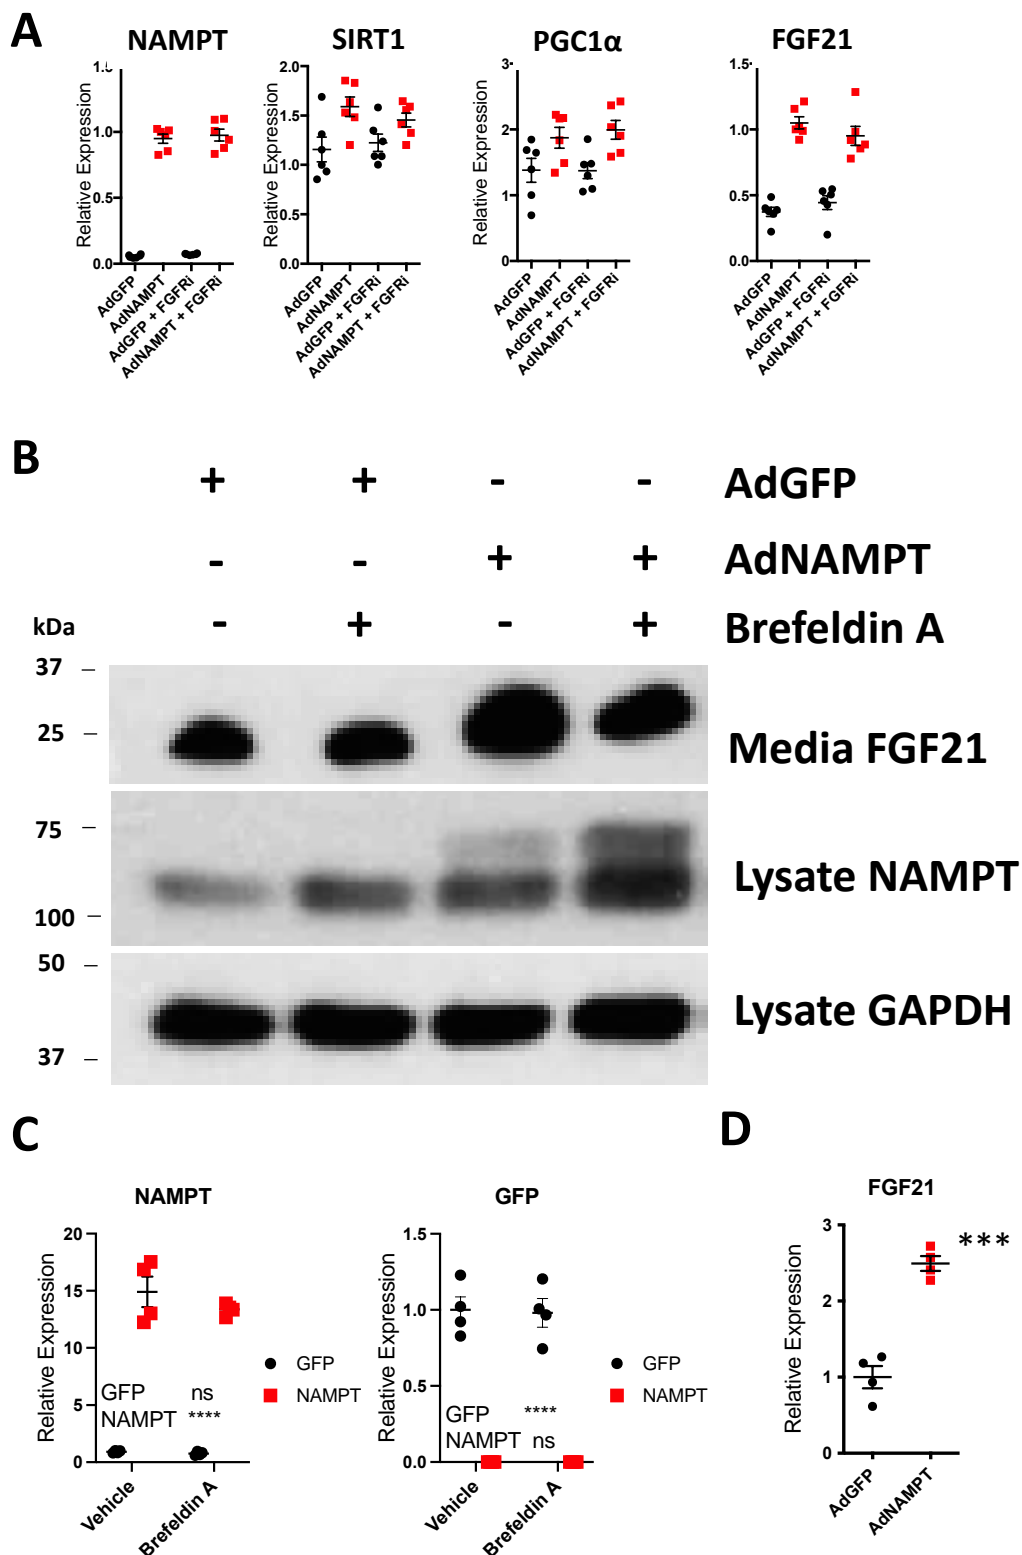

Supplementary Figure 2. NAMPT overexpression increases hepatocyte FGF21 mRNA and FGF21 release in isolated hepatocytes. A. Fasting-like gene expression in primary murine hepatocytes overexpressing GFP or NAMPT in the presence or absence of the FGFR inhibitor, LY2874455.  $n = 6$  GFP; 6 NAMPT; 6 GFP/FGFRi; 6 NAMPT/FGFRi. B. FGF21 release and NAMPT accumulation in primary murine hepatocytes overexpressing GFP or NAMPT in the presence or absence of pretreatment with the exocytosis inhibitor brefeldin A.  $n = 4$  GFP; 4 GFP/BrefA; 4 NAMPT; 4 NAMPT BrefA (Representative Blot from two independent experiments). C. NAMPT and GFP mRNA expression in primary murine hepatocytes treated with or without the exocytosis inhibitor, brefeldin A (BFA).  $n = 4$  GFP; 4 GFP/BrefA; 4 NAMPT; 4 NAMPT/BrefA D. FGF21 mRNA in isolated hepatocytes expressing GFP or NAMPT.  $n = 4$  AdGFP; 4 AdNAMPT. \*\*\*\*,  $P < 0.0001$  vs. bracketed control. Error bars in A, C, and D. represent SEM. Circles, cultures overexpressing GFP, Squares, cultures overexpressing NAMPT. Statistical tests: S2A, S2C, S2D 2-tailed T-test.

# Supplemental Fig. 3

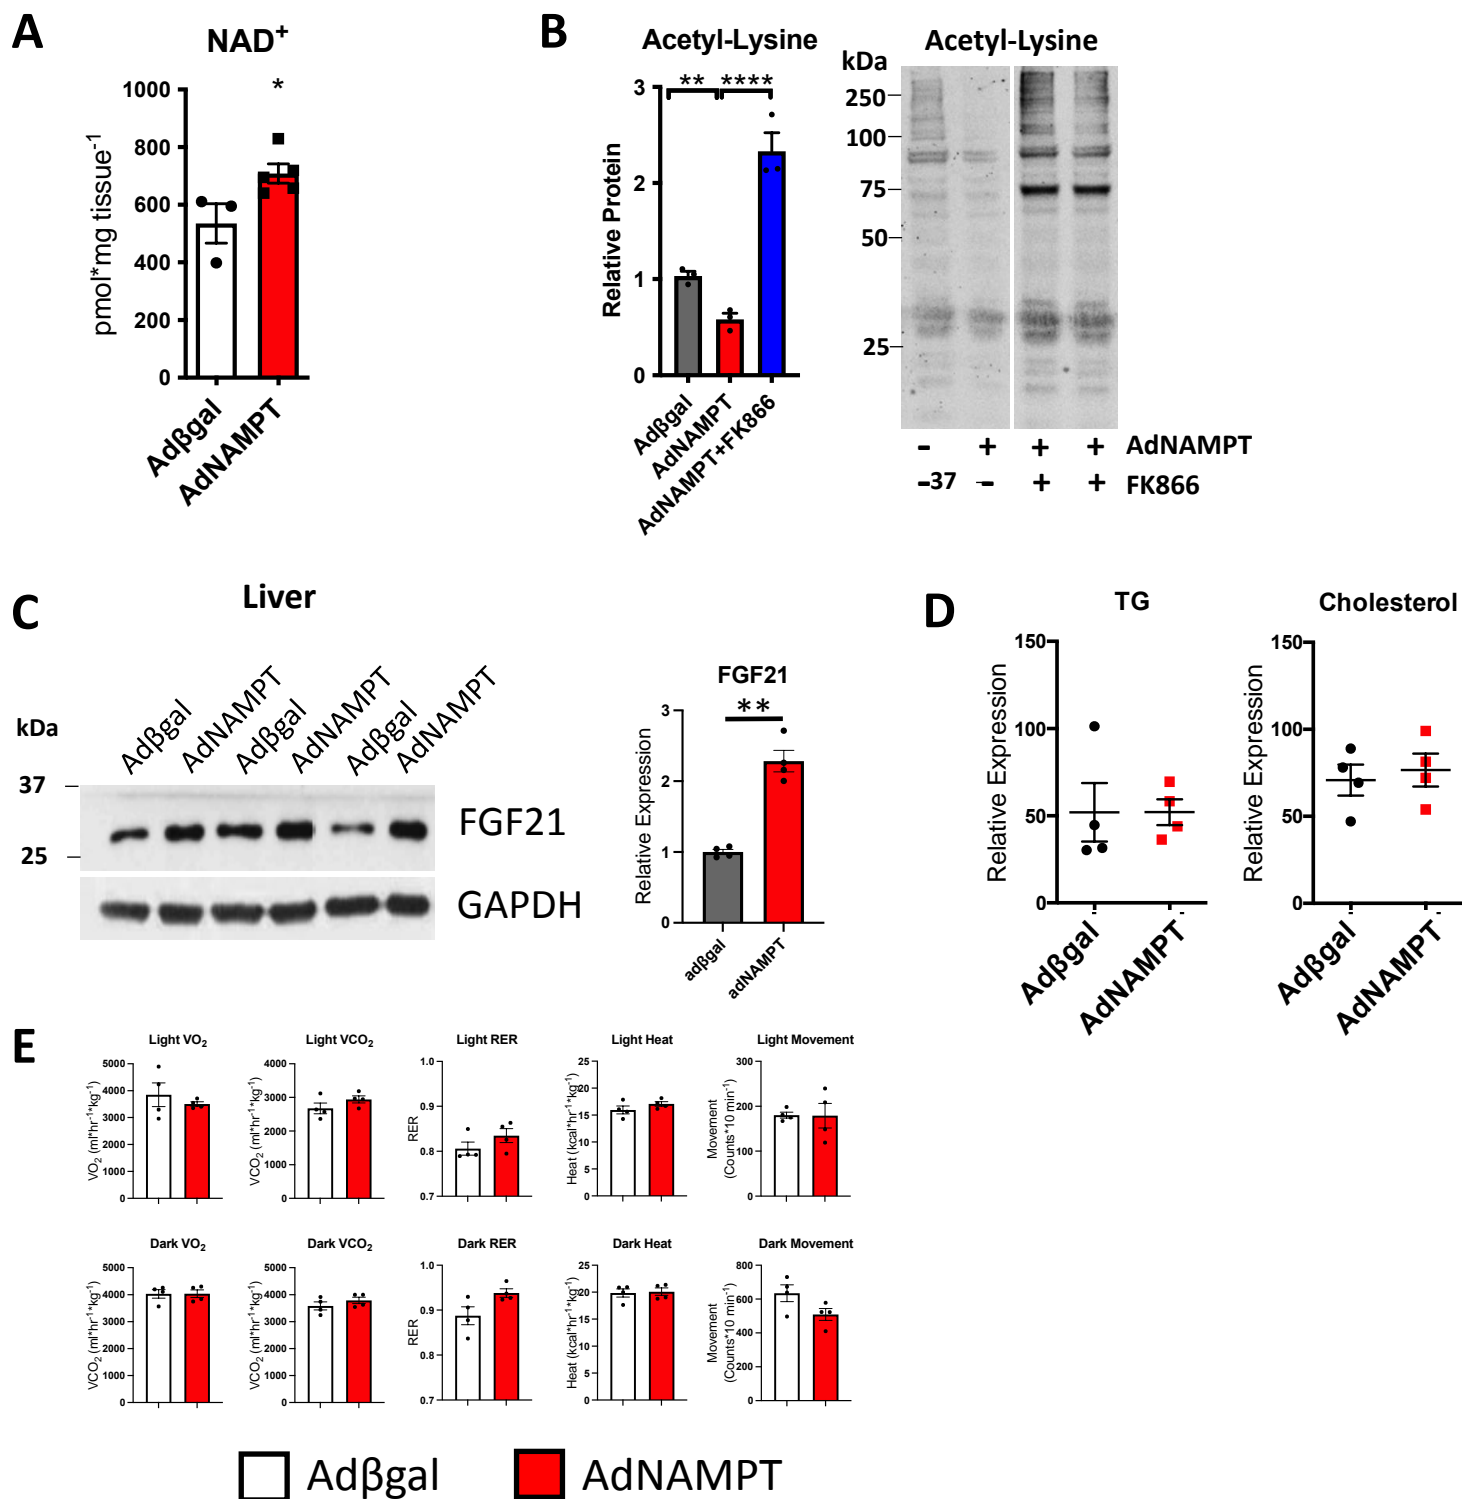

Supplementary Figure 3. Hepatocyte NAD<sup>+</sup> links NAMPT induction with NAD<sup>+</sup>-dependent deacetylase activity and hepatic FGF21 expression. A. [NAD<sup>+</sup>] in livers of βGal (Circles) and NAMPT (squares)-overexpressing mice (48h). \*, P < 0.05 by 2-tailed T-test. n = 3 AdβGal; 5 AdNAMPT. B. Representative acetyl-lysine immunoblot and densitometry in cultured AML12 hepatocytes transfected with β-gal or NAMPT prior to treatment with or without the NAMPT inhibitor, FK866 (100nM). n = 3 AdβGal; 3 AdNAMPT; 3 AdNAMPT/FK866. \*\*, \*\*\*\* P < 0.01 and < 0.0001 vs. AdNAMPT by one-way ANOVA and Dunnett's multiple comparisons test. C. Representative FGF21 immunoblot (left) and qPCR (right) quantification in livers from mice expressing β-galactosidase or NAMPT. Data from n = 4 AdβGal; 4 AdNAMPT mice. \*, \*\*, P < 0.05 and < 0.01 vs. control by 2-tailed T-test. D. Serum TG and cholesterol by enzymatic-colorimetric assay in chow-fed, WT mice treated with adenovirus encoding β-galactosidase (Circles) or NAMPT (Squares). n = 4 AdβGal; 4 AdNAMPT. E. Light and dark cycle VO<sub>2</sub>, VCO<sub>2</sub>, respiratory exchange ratio (RER), heat generation and movement in wild-type mice overexpressing β-gal or NAMPT. n = 4 AdβGal; 4 AdNAMPT. \*P < 0.05, \*\*P < 0.01, \*\*\*\*P < 0.0001. Statistical tests: S3B, 1-way ANOVA, Dunnett's post hoc test. S3A, S3C, S3D, S3E 2-tailed T-test. Error bars in A-D represent SEM.

# Supplemental Fig. 4

**A**

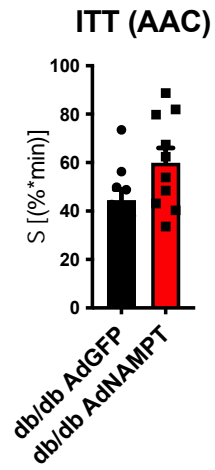

**B**

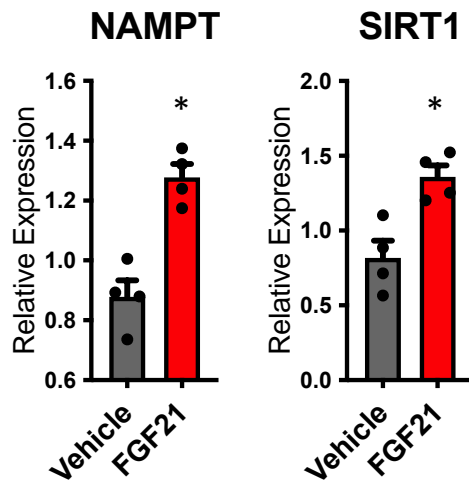

Supplementary Figure 4. A. ITT area-above-curve (AAC) calculation for insulin tolerance testing curves shown in Fig. 4K. n = 10 mice per group. Circles, db/db AdGFP mice, Squares, db/db AdNAMPT mice. B. FGF21 induces WAT NAMPT and SIRT1 expression. Subcutaneous WAT from WT mice was incubated with vehicle or recombinant murine FGF21 (24h, 100ng/mL). NAMPT and SIRT1 mRNA were quantified by qRT-PCR. \*, P < 0.05 versus vehicle-treated. n = 4 vehicle; 4 FGF21-treated. Error bars in A and B represent SEM.

Statistical test: 2-tailed T-test.

# Supplemental Fig. 5

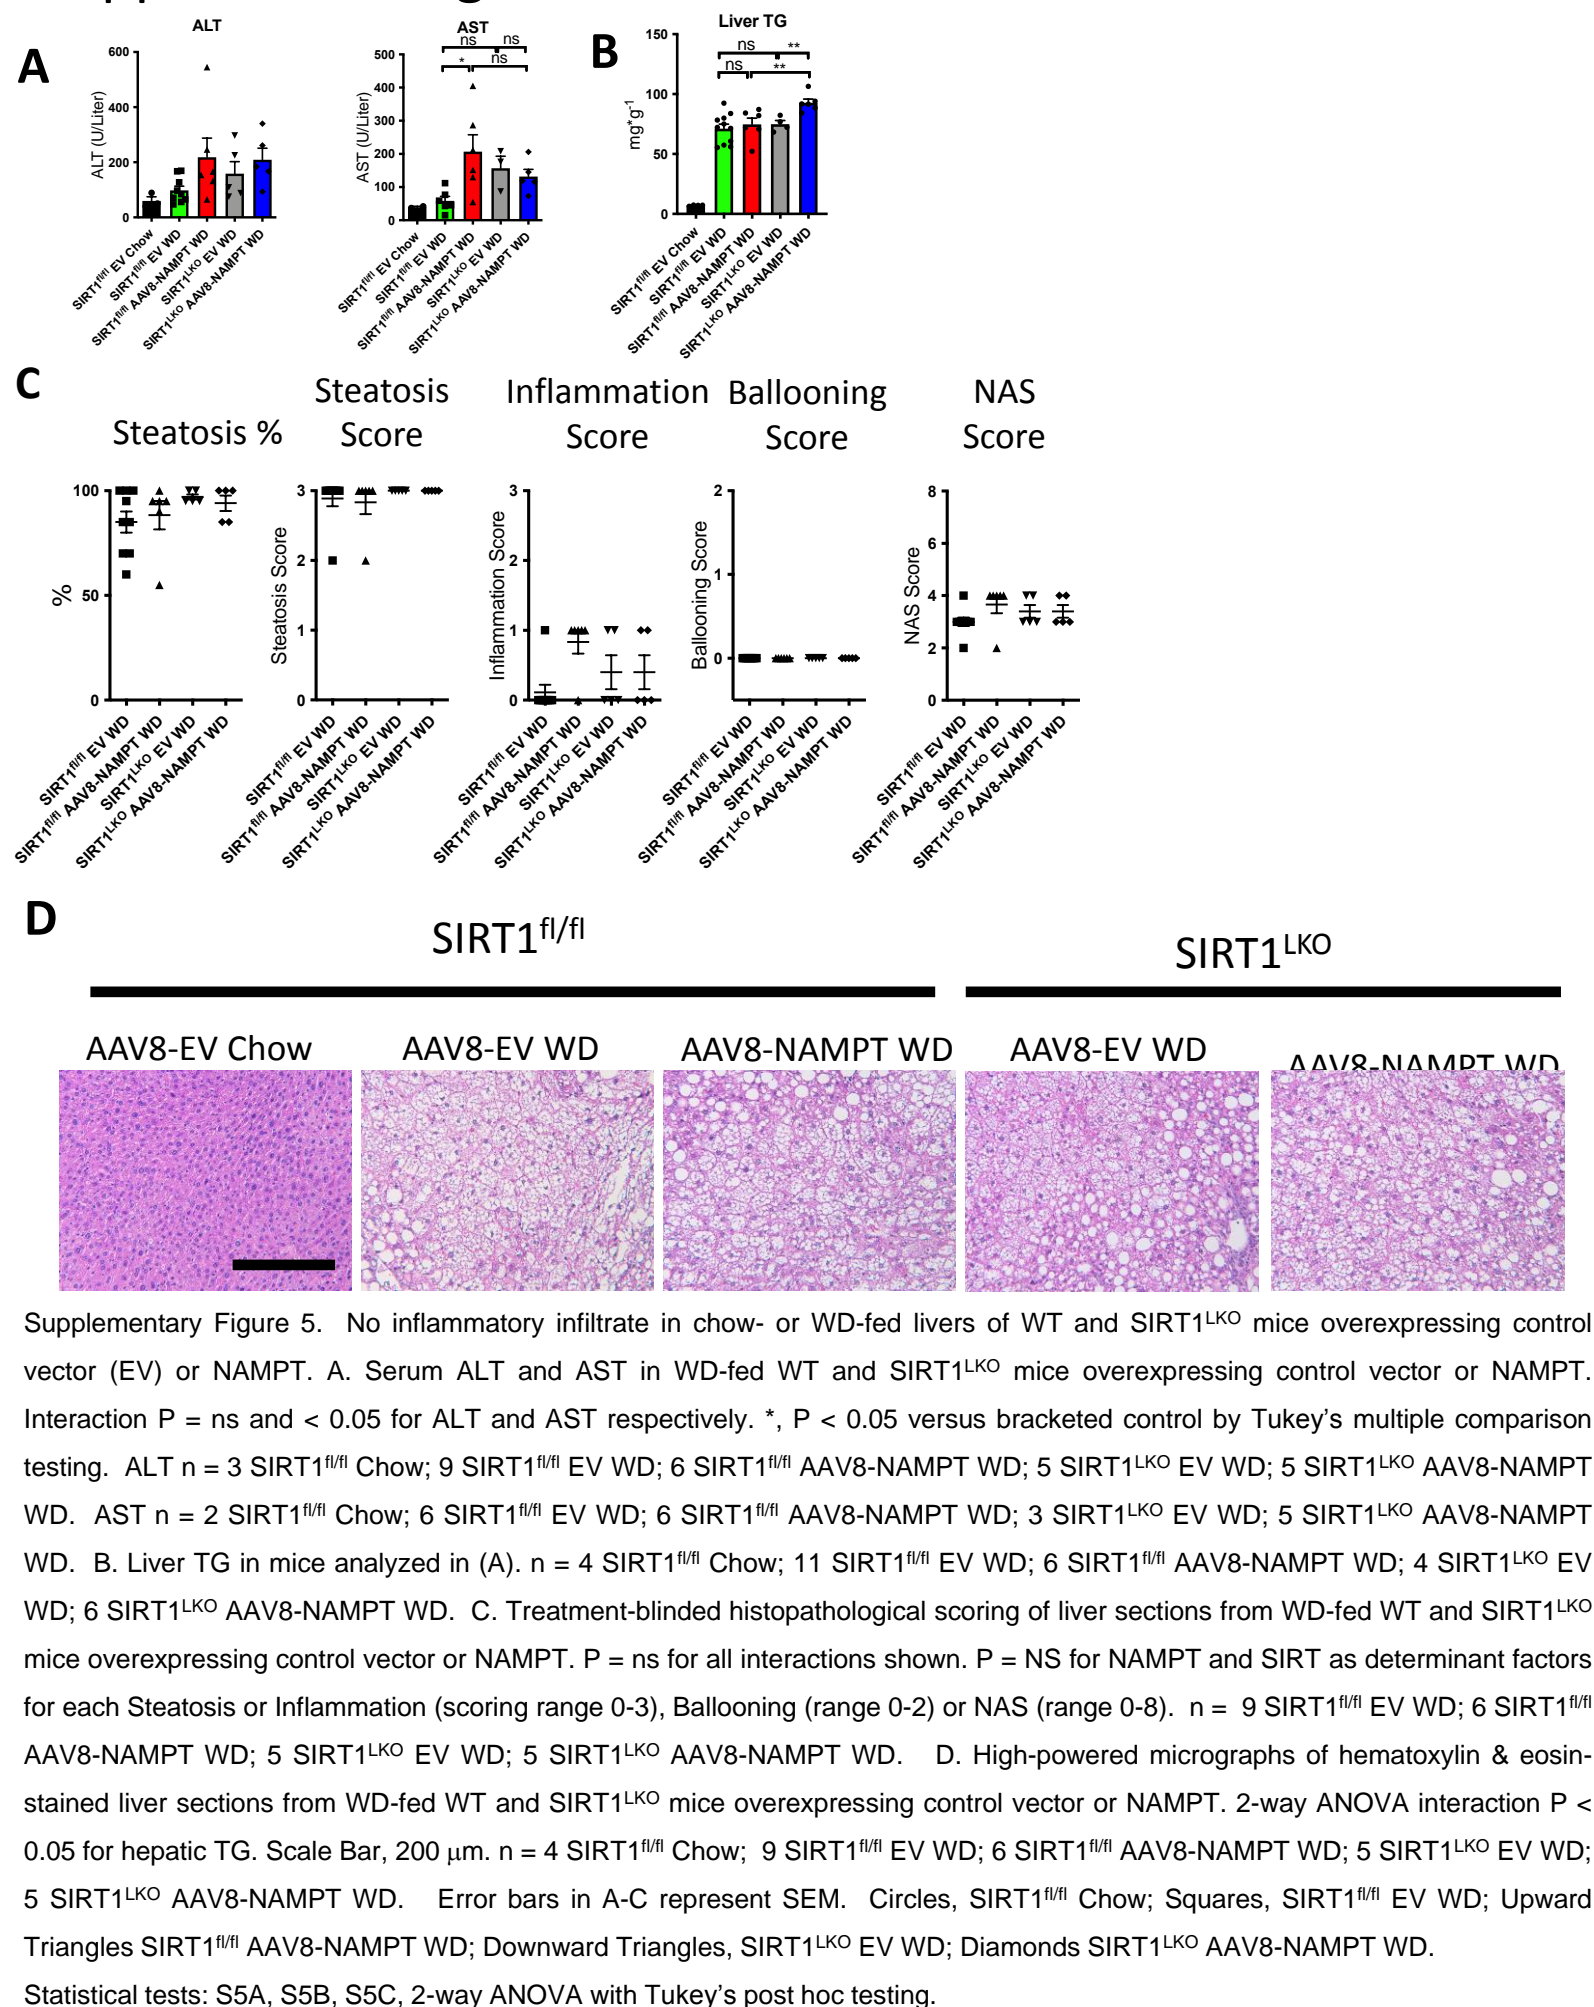

# Supplemental Fig. 6

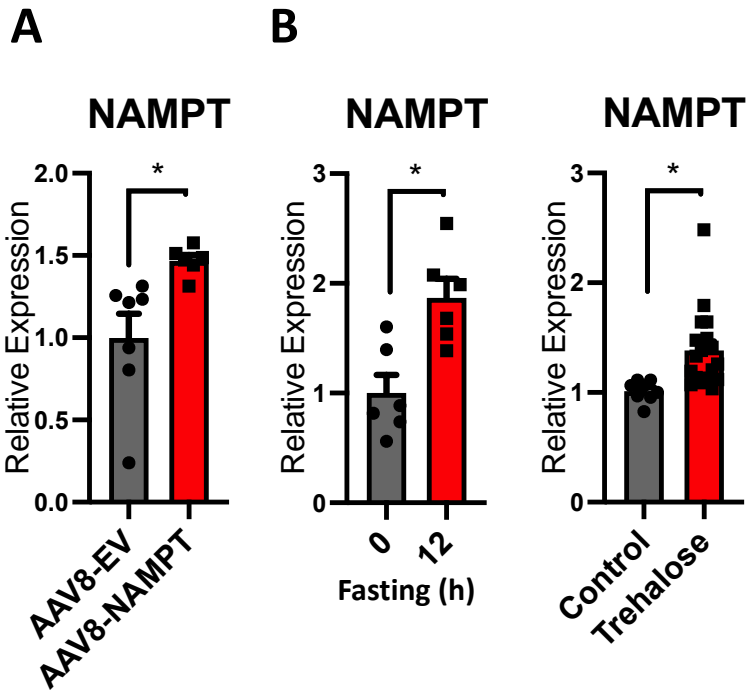

Supplementary Figure 6. AAV8-NAMPT optimization to reflect physiological NAMPT overexpression. A. NAMPT expression in livers of mice treated via tail vein with 10<sup>11</sup> AAV8 particles encoding control vector (AAV8-EV, circles) or AAV8-NAMPT (squares) prior to liver qRT-PCR analysis. n = 7 AAV8-EV; 6 AAV8-NAMPT mice B. Comparison of hepatic NAMPT expression after 0h (n = 6) or 12h (n = 6) fasting (Circles and squares, respectively), or after 5d trehalose oral treatment. n = 8 vehicle (circles); 18 trehalose-treated mice (NAMPT). \*, \*\*, P < 0.05 and < 0.01 vs. control. Error bars in A and B represent SEM.

Statistical tests: S6A, S6B (both sub-panels), 2-tailed T-test.

# Supplemental Table 1

| cDNA Target | Forward (5' - 3')             | Reverse (5' - 3')                  |
|-------------|-------------------------------|------------------------------------|
| Acc1        | TGT CCG CAC TGA CTG TAA CCA   | TGC TCC GCA CAG ATT CTT CA         |
| Fgf21       | CTG CTG GGG GTC TAC CAA G     | CTG CGC CTA CCA CTG TTC C          |
| Pgc1α       | ACA CCG CAA TTC TCC CTT GT    | CGG CGC TCT TCA ATT GCT TT         |
| Ucp1        | ACA CCG CAA TTC TCC CTT GT    | CGG CGC TCT TCA ATT GCT TT         |
| Nampt       | GCA GAA GCC GAG TTC AAC ATC   | TTT TCA CGG CAT TCA AAG TAG GA     |
| Lpk         | CTT GCT CTA CCG TGA GCC TC    | ACC ACA ATC ACC AGA TCA CC         |
| Fasn        | CCT GGA TAG CAT TCC GAA CCT   | AGC ACA TCT CGA AGG CTA CAC A      |
| Elovl6      | GAA AAG CAG TTC AAC GAG AAC G | AGA TGC CGA CCA CCA AAG ATA        |
| Scd1        | CCG GAG ACC CTT AGA TCG A     | TAG CCT GTA AAA GAT TTC TGC AAA CC |
| Gpat        | CAA CAC CAT CCC CGA CAT C     | GTG ACC TTC GAT TAT GCG ATC A      |
| Sirt1       | GGG TGT CTG TTT CAT GTG GA    | AAT CAG GCA AGA TGC TGT TG         |
| Prdm16      | AGC CCT CGC CCA CAA CTT GC    | TGA CCC CCG GCT TCC GTT CA         |

Supplementary Table 1. Primers sequences used in this study.

# Supplementary material for: SIRT1 selectively exerts the metabolic protective effects of hepatocyte nicotinamide phosphoribosyltransferase
**Source:** Nat Commun. 2022 Feb 28;13:1074. doi: 10.1038/s41467-022-28717-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

Data analysis

Prism version 9.0 (GraphPad Software, San Diego, CA).  
Past 3.20 (Natural History Museum, University of Oslo, Norway).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that [the/all other] data supporting the findings of this study are available within the paper [and its supplementary information files].

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We performed pilot studies with n = 4 per treatment group. We found these sample sizes to be sufficient to detect differences in our primary outcome (hepatic triglyceride content). We then repeated animal cohorts using similar or larger sample sizes to validate our pilot findings. |
| Data exclusions | We pre-determined that any signs of illness, (e.g. weight loss, failed grooming, hunched/fluffed appearance, etc.), would preclude analysis of any given animal. However, no animals met this exclusion criteria                                                                          |
| Replication     | Attempts at replication were successful. e repeated each in vitro assay independently at least twice.                                                                                                                                                                                     |
| Randomization   | All mice were randomly assigned to experimental groups.                                                                                                                                                                                                                                   |
| Blinding        | Investigators were not fully blinded during animal experiments. Investigators were always genotype blind. However, it is difficult to remain fully blind to dietary stimulus because mice fed a high-fat diet are visibly larger than chow-fed mice.                                      |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | <u>Involved in the study</u>                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | <u>Involved in the study</u>                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | No unique material was used in this current study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Antibodies                 | Details on antibodies are provided in the Methods section. Antibodies against GAPDH (#5174), SIRT1 (#2028), and acetyl-lysine (#9441) were purchased from Cell Signaling Technology (CST, Beverly, MA, USA). NAMPT (#ab236874), UCP1 (#ab155117) and FGF21 (#ab171941) antibodies were obtained from Abcam (Cambridge, MA). The dilution for all primary antibodies was 1:1,000 in 5% non-fat milk in tris-buffered saline with tween 20 (TBST). Secondary antibodies were peroxidase-conjugated anti-rabbit and anti-mouse IgG (#7074S and #7076S respectively, CST, Beverly, MA, USA, 1:5,000-1:10,000 dilution). |
| Antibodies used            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation                 | The antibodies have been either validated in prior studies or validated with positive controls in the current study. GAPDH (Mayer, ..., DeBosch et al Sci Rep 2016), SIRT1 (Hong, ..., and Pissios et al Nature Med 2015), acetyl-lysine (Stromsdorfer, ..., and Yoshino Cell Reports 2016) UCP1 (Zhao et al Mol Metab 2021) and FGF21 (Pereira, ..., and Abel eLife 2021) .                                                                                                                                                                                                                                        |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                      |
|--------------------------|------------------------------------------------------|
| Cell line source(s)      | Primary hepatocytes, isolated from male C57B/6 mice. |
| Authentication           | not applicable (primary cells)                       |
| Mycoplasma contamination | We did not test for mycoplasma.                      |

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used in this current study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

For overexpression experiments, C57B/6 males obtained directly from Jackson Laboratory, age 5-11wks of age were used in all studies, both for db/db studies and western diet fed studies. SIRT1 LKO mice were obtained directly from Jackson Laboratory and bred in-house. 5-11wk old male SIRT1 LKO mice were used for experiment. NAMPT LKO mice were obtained from Shin Imai, Washington University SOM. 5-11wk old male NAMPT LKO were used for experiment. Mice were housed at 23degC ambient temperature at 40-60% humidity.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

How the deposited data were processed for this re-analysis (not part of the article)

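Liver RNA-seq libraries of 2 WT Fed, 3 WT Fasting and 5 NAMPT LKO Fasting mice were analysed, with conditions and replicate numbers taken from the sample labels and the paper. The paper gives 12 h of fasting and the labels give 24 h, and the labels describe the fed mice as fasted for 22 h and refed for 2 h. The authors aligned the reads with STAR to GRCm38 and deposited the count of uniquely aligned reads on each Ensembl gene. The authors also deposited CPM values, which scale those counts by the library total, and deposited RPKM values, which further divide by the exonic length. Both were checked against the counts and add no separate normalization. The text of the methods does not state whether counting used strand, so overlapping and antisense genes are uncertain. The files list 41388 genes, and 40340 were given a symbol from the GENCODE annotation of GRCm38.

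Everything from the counts on was computed here. Genes above 1 CPM in at least 1 library were kept and rRNA genes were left out, which left 13444 genes. Counts were TMM-normalized and tested with edgeR 4.0.16 (quasi-likelihood test, legacy default of glmQLFit) in R 4.3.3, with 1 mean per group, all 10 libraries in one fit and Benjamini-Hochberg adjustment. Gene sets were tested with camera of limma 3.58.1. Alternatives were limma's voomWithQualityWeights, edgeR's exact test, DESeq2 1.42.0, other normalizations, filters, thresholds and gene lists (Reactome pathways shipped with fgsea 1.28.0), fits of only the groups compared, a replicate block and each library left out in turn. Removal of each library's trend with GC content (loess span 0.5), the fit of libraries numbered 1 to 3 alone and the Reactome pathway without Nampt were chosen after seeing the data. Same-numbered samples are different animals. A pairing of them by litter, cage or batch is neither stated in the paper nor excluded, and the pairing used comes only from the numbers in the labels.

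The named genes were set by a rule fixed before the data were examined. It takes every gene the paper names that passed the filter, the 3 largest rises and 3 largest falls of each of the comparisons WT Fasting vs. WT Fed and NAMPT LKO Fasting vs. WT Fasting among called genes with a mean of at least 5 CPM, a symbol and no overlap between groups, up to 3 genes called in both comparisons, and the member of each set with the lowest p in NAMPT LKO Fasting vs. WT Fasting livers. Ucp1 and Prdm16, which the paper names, did not pass the filter. Not every gene that the rule selects is reported here.

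The tests were tested on simulated data drawn from the real means, library sizes and dispersions of 13444 genes. In these data 200 genes with a mean above 5 CPM were changed in the NAMPT LKO group by a log2 fold change of 1 or 2. Recovery of smaller changes and of genes with fewer counts was therefore not measured. The other genes of the respiratory assembly set were lowered by 0.5 on the log2 scale in that group and not counted as unchanged. Counts were drawn independently, without a library that lies apart, so recovery in the real data may be lower. The quasi-likelihood test recovered 176 of the 200 genes (80% at 1 and 96% at 2), with 12 unchanged genes called and 0 genes called when no change was simulated. For edgeR's exact test these numbers were 188, 33 and 4, for voomWithQualityWeights 175, 7 and 0, and for DESeq2 188, 38 and 8. No replicate pair held identical values or differed by less than the sampling noise. The Gene Ontology lists and CompBio were not used here.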

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

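In the group of 5 NAMPT LKO Fasting livers, the gap of the farthest library to its nearest neighbour, as a share of the group's range, was compared with Dixon's limit of 0.71 for 46 values. Of these, 7 exceeded the limit, against 2.3 that chance gives. The marker lists were added to these values after their scores had been seen, and the tests of library size and of leaving out the mitochondrial genes for mouse 5, of immune and blood markers for mouse 3 and of clock genes for mouse 4 were chosen only after the results they measure were seen.

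NAMPT LKO mouse 5 accounted for 5 of the 7. Its share of counts on the mitochondrial genome was 21.1%, against 10.4% to 12.9% in the other 4 NAMPT LKO livers (gap 0.77), its median absolute deviation from the other livers across genes was 0.39 on the log2 scale (gap 0.787), its mean over the respiratory chain genes of the mitochondrial genome was 1.11 (gap 0.732), mt-Nd5 was 28370 CPM (gap 0.724) and its Y-linked genes were higher (gap 0.80). The deviation of this library followed GC content across genes (Spearman rho -0.567), and genes of low GC content were counted more. With each library's trend with GC content removed, its deviation was 0.29, above the other 4 with a gap of 0.704, and the gap of the mitochondrial genome mean was 0.613, both under the limit. Transcript length (rho -0.044), library size (a total count of 40334978, within the range of the others), and pancreas, blood, adipose or immune cells (largest gap 0.192) did not account for it. The acute phase list and the clock genes each gave 0, since another library lay farther. For the clock genes this says little about the hour of collection, since rises and falls can cancel in 1 score. Leaving out the mitochondrial genes kept the deviation at 0.38, but a median over all genes cannot be moved by so few of them, so this shows nothing about a few genes taking most of the counts. GC content bias remains as a candidate explanation for part of it. No explanation was tested for the Y-linked genes by themselves.

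The acute phase genes were high in NAMPT LKO mouse 3 (gap 0.733), with Saa1 at 3276 CPM, Saa2 at 3153 CPM and Lcn2 at 358 CPM. In the immune markers this library was also the farthest, with a gap of 0.52, under the limit, so a part for immune cells is not excluded. In the blood markers another library lay farther. The gap of the acute phase genes stayed at 0.723 once the trend with GC content was removed. An acute phase response of this 1 animal is a hypothesis that these tests leave open, and no condition in the design bears on it.

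Rgs16 was 11.6 CPM in NAMPT LKO mouse 4, against 32.4 to 43.8 CPM in the other 4 (gap 0.774). The clock genes gave 0, since another library lay farther. This score takes all clock genes together, and a shift in hour that raises some and lowers others can cancel in it. It therefore says little about the hour of collection. With the trend with GC content removed, the gap was 0.691, just under the limit, with mouse 4 still the farthest. The deviation of this library followed GC content less (Spearman rho 0.241) than that of mice 1 and 3 (0.374 and 0.366), so a small fall of the gap does little to show GC content bias as the cause, and the cause is open.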

How the results depend on the processing

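The alternatives were set before the data were examined, apart from removal of the trend with GC content, the fit of libraries numbered 1 to 3 alone and the Reactome pathway without Nampt, which were chosen after seeing the data. The Reactome pathway for NAD metabolism was first run as it is, with Nampt in it, and then without. Library size alone in place of TMM shifts the genes nearly together, and the median log2 fold change over all genes went from 0.037 to -0.026 in WT Fasting vs. WT Fed livers and from 0.00025 to -0.028 in NAMPT LKO Fasting vs. WT Fasting livers. The changes of sign under it are of values near 0 that moved by about this shift, so they say little about the sets or genes themselves. For each other change below, the cause was not tested, and for 1 fit the common dispersion is given.

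For WT Fasting vs. WT Fed livers, the 946 genes became 3331 with voomWithQualityWeights, 1646 with DESeq2, 1649 with only the libraries of the 2 groups compared, 1447 with the trend with GC content removed, 3002 at an unadjusted p under 0.05, and 397 with a log2 fold change of at least 1. They ranged from 466 to 2231 across the fits that each left out one library. The 2231 came without NAMPT LKO mouse 5, which is not in this comparison but shares the fit's estimate of spread. The common dispersion was 0.039 without this library and 0.054 with all 10, and all 946 genes were still called without it. The number 946 therefore depends on a library of the third group. At an unadjusted p with a log2 fold change of at least 1, 774 genes passed. With library size alone in place of TMM, 25.7% of called genes were higher, against 38% with TMM. For NAMPT LKO Fasting vs. WT Fed livers, the 1510 genes became 4281 with voomWithQualityWeights, 3507 at an unadjusted p, 491 with a log2 fold change of at least 1, and 762 at an unadjusted p with a log2 fold change of at least 1, and ranged from 989 to 2835 across the fits that each left out one library. Library size alone gave 26.1% higher, against 41.4% with TMM.

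For NAMPT LKO Fasting vs. WT Fasting livers, the 1 gene became 24 with edgeR's exact test, 21 with DESeq2, 17 with no filter beyond 1 count, 811 at an unadjusted p and 226 at an unadjusted p with a log2 fold change of at least 1. It became 3 with filterByExpr and 3 with the trend with GC content removed (Nampt, Spp1 and Sult5a1 in both), and 2 with library size alone (Nampt and Spp1). It ranged from 1 to 2 across the fits that each left out one library, where the added gene was Psmc3ip, Sult5a1 or Spp1. These genes are named after their values were seen. The genes called in both comparisons numbered 5 with edgeR's exact test, 6 with DESeq2, 6 with no filter, 258 at an unadjusted p and 79 at an unadjusted p with a log2 fold change of at least 1, and from 0 to 1 across the fits that each left out one library (Psmc3ip without WT Fasting mouse 1, Sult5a1 without WT Fasting mouse 2). With 1 WT Fed library left, no calls were made for the comparisons with WT Fed livers.

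With the replicate number as a block, over the libraries numbered 1 to 3, 0 genes passed in NAMPT LKO Fasting vs. WT Fasting livers, and 0 passed in the same libraries without the block. Same-numbered libraries are different mice, and their deviations from the group means had a mean correlation across genes of 0.093, against -0.051 for other pairs. With the block, the log2 fold changes were -2.78 for Nampt (adjusted p = 0.13 from edgeR's quasi-likelihood test), -0.18 for the nuclear respiratory chain (adjusted p = 2.11e-12 from limma's camera), -0.15 for amino acid catabolism (adjusted p = 9.10e-06 from limma's camera), -0.011 for the lipid synthesis set and 0.049 for the mitochondrial genome set, -0.012 for Gpam and 0.10 for Pklr. Without the block, in the same libraries, they were -2.87 (adjusted p = 0.282), -0.18, -0.16, -0.0060, 0.030, -0.0088 and 0.16. Across the fits that each left out one library, Nampt stayed past the threshold, from -3.02 to -2.37.

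In NAMPT LKO Fasting vs. WT Fasting livers, no set passed with the correlation between genes estimated from the data (adjusted p = 0.586 for the nuclear respiratory chain at -0.10, the mitochondrial genome at 0.41 and amino acid catabolism at -0.089) or with limma's fry (adjusted p = 0.337, 0.487 and 0.485). The NAD set was -0.40 (adjusted p = 2.41e-05 from limma's camera) with the Reactome pathway that contains Nampt itself, and -0.061 (adjusted p = 0.414) without Nampt. With Reactome pathways, the nuclear respiratory chain was -0.023 (adjusted p = 0.00502 from limma's camera) and amino acid catabolism -0.13 (adjusted p = 0.000179). Across the fits that each left out one library, the mean log2 fold change ranged from -0.14 to -0.049 for the nuclear respiratory chain, from 0.075 to 0.57 for the mitochondrial genome, from -0.13 to -0.019 for amino acid catabolism, from -0.067 to 0.0034 for the TCA cycle, from -0.085 to 0.17 for lipid synthesis and from 0.0074 to 0.18 for the PPARα and fasting targets. The nuclear respiratory chain, the mitochondrial genome and amino acid catabolism each lost significance in at least 1 of these fits, and the PPARα and fasting targets gained it in 1.

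In WT Fasting vs. WT Fed livers, amino acid catabolism was 0.18 and lost significance with the estimated correlation (adjusted p = 0.71), with fry (adjusted p = 0.191), with library size alone (0.12, adjusted p = 0.0513), without WT Fasting mouse 2 (0.11, adjusted p = 0.337) and with the Reactome pathway (0.086, adjusted p = 0.855). The PPARα and fasting targets at 0.74 and lipid synthesis at -0.96 lost it with the estimated correlation (adjusted p = 0.0872 and 0.176 from limma's camera). Both passed with limma's fry (adjusted p = 0.00285 and 0.0268). The PPARα and fasting targets also lost it with the Reactome pathway (0.034, adjusted p = 0.855 from limma's camera). Sets not past the threshold changed sign with library size alone (NAD metabolism -0.038, nuclear respiratory chain -0.023, TCA cycle -0.039), and NAD metabolism with the trend with GC content removed (-0.0053) and with the Reactome pathway without Nampt (-0.033). Across the fits that each left out one library, they ranged from -0.0081 to 0.046 for NAD metabolism, from -0.0077 to 0.057 for the nuclear respiratory chain, from -0.012 to 0.046 for the TCA cycle and from 0.10 to 0.25 for amino acid catabolism.

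Single genes reversed only where no value passed an adjusted p of 0.05. In NAMPT LKO Fasting vs. WT Fasting livers, the log2 fold changes became -0.00031 for Acaca and -0.13 for Elovl6 with voomWithQualityWeights, -0.023 for Gpam and -0.016 for Rgs16 with library size alone, and -0.0071 for Acaca and 0.051 for Pklr with the trend with GC content removed. Across the fits that each left out one library, they ranged from -0.068 to 0.098 for Acaca, from -0.22 to 0.62 for Rgs16, from -0.034 to 0.047 for Gpam, from -0.087 to 0.82 for Derl3, from -0.31 to 0.098 for Pklr, from -0.024 to 0.32 for Elovl6, from -0.55 to 0.46 for G6pc and from -0.94 to 0.84 for Igfbp1. In WT Fasting vs. WT Fed livers, they became -0.040 for Cox14, -0.0075 for Haao, -0.036 for Scd1 and -0.038 for Sdhc with library size alone, and -0.037 for Cox14, -0.018 for Scd1 and -0.021 for Sdhc with the trend with GC content removed, and ranged from -0.017 to 0.12 for Haao, from -0.36 to 0.57 for Scd1, from -0.018 to 0.046 for Cox14, from -0.11 to 0.55 for Nampt and from -0.34 to 0.0080 for Pklr across the fits that each left out one library. Over both comparisons, apart from Nampt in NAMPT LKO Fasting vs. WT Fasting livers, 610 values of single genes were computed under alternatives. Of the 560 with a test, 501 kept direction and side of the threshold, 39 changed sign, and 6 lost significance and 14 gained it, all 20 in WT Fasting vs. WT Fed livers. The other 50, from the fits that left out a WT Fed library, have no test, and 3 of them changed sign (Pklr, Scd1 and Cox14).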

Differences from the paper's values

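The paper reports 440 genes altered in WT Fasting vs. WT Fed livers, and 946 were found here. Of the alternatives set before the data were examined, a log2 fold change of at least 1 beside the adjusted p (397 genes) and the fits without WT Fasting mouse 1 (538 genes) or without WT Fasting mouse 2 (466 genes) came within 1.5 times of the paper's number, and the others did not. The paper reports 131 genes altered in NAMPT LKO Fasting vs. WT Fasting livers, and 1 was found here. None of the alternatives came within 1.5 times of the paper's number. The nearest were 226 genes at an unadjusted p with a log2 fold change of at least 1 and 24 genes with edgeR's exact test, the test the legend of Fig. 2 names. With voomWithQualityWeights, which the paper's methods name, the number was 1. The paper reports 30 genes in both comparisons, and 0 were found here, with 258 at an unadjusted p under 0.05. None of the alternatives came within 1.5 times of the paper's number. The nearest were 6 genes with DESeq2 or with no filter, and 79 at an unadjusted p with a log2 fold change of at least 1.

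The paper lists electron transport and oxidative phosphorylation among the processes lowered in fasting NAMPT LKO livers. The legend of Fig. 2F, which shows them, gives other numbers of mice than that of Fig. 2E. That result may therefore rest on other mice than the libraries analysed here. Respiratory chain genes of the nuclear genome had a mean log2 fold change of -0.10 here, and those of the mitochondrial genome had a mean of 0.41, in the other direction. The 0.41 became 0.075 (adjusted p = 0.369) without NAMPT LKO mouse 5 and 0.26 (adjusted p = 0.141) without WT Fasting mouse 3, both from limma's camera. With the correlation between genes estimated, neither set passed (adjusted p = 0.586 from limma's camera). The 0.41 is therefore weak evidence against the paper's result.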

Other observations

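The test that leaves out NAMPT LKO mouse 5 for the genes of the mitochondrial genome and the count of pancreas markers above 1 CPM were chosen only after their results were seen. The tests on bile duct and interferon-induced genes were chosen after single genes of both kinds had been seen among those called, and those genes were left out of the lists tested.

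The 8 fasting livers can be split into groups of 5 and 3 in 56 ways, of which 8 part all 3 same-numbered pairs as the real split does. The smallest share these splits can give is 1 of 8, so they cannot show a share under 0.05. As many genes as the real split's 1 were called in 1 of the 8 (6 of the 56), the real one included, and the most called in any of the 56 was 11. At least 811 genes at an unadjusted p under 0.05 were found in 2 of the 8 and in 23 of the 56. A mean log2 fold change at least as far from 0 was found in 3 of the 8 for the nuclear respiratory chain (16 of the 56), 3 for the mitochondrial genome (30), 3 for respiratory assembly (15), 5 for the TCA cycle (39), 4 for amino acid catabolism (21), 1 for ketone body synthesis (12), 3 for NAD metabolism (20), 3 for the PPARα and fasting targets (24) and 7 for lipid synthesis (48). In the other 48 splits at least 1 same-numbered pair falls in one group.

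For the number of genes called between NAMPT LKO Fasting and WT Fasting livers, technical differences between the groups were weighed. All mice were male by their counts, with 0 libraries having more Xist than Y-linked counts. With every library thinned to the smallest total, 1 gene was called, with the trend with GC content removed 3 were, and with library size alone 2 were, so none of these removed the call of Nampt. Of the red cell genes 0 had an unadjusted p under 0.05. Of the 14 pancreas markers 1 did (Cela1). It was also the only 1 above 1 CPM in any library, at 3.62 to 7.17 CPM in the 10 livers, and 8 of the others had a count of 0 in every library, so pancreas carried over in dissection does not account for it. Of the clock genes 2 did (Ciart and Per1), so a difference in the hour of collection cannot be excluded for those genes.

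The genes of the mitochondrial genome were higher in NAMPT LKO Fasting than in WT Fasting livers. Without NAMPT LKO mouse 5 the mean log2 fold change was 0.075, and with the trend with GC content removed it was 0.20 (adjusted p = 0.0143 from limma's camera). The median GC content of these 13 genes was 37.1%, against 50.6% over all genes. Without WT Fasting mouse 3 the mean log2 fold change was 0.26 (adjusted p = 0.141 from limma's camera). This mouse had the lowest share of counts on the mitochondrial genome of the 10 livers, 7.42%, and the lowest mean over these genes, -0.57. A candidate explanation is that 1 library with a GC content bias carries much of the difference, although the set still passed after the GC correction. The nuclear respiratory chain and amino acid catabolism were little changed by the same correction, from -0.10 to -0.088 and from -0.089 to -0.088. Both still passed (adjusted p = 7.68e-06 and 0.00683 from limma's camera). Their median GC content, 51.4% and 49.9%, is near that of all genes, so a trend with GC content can hardly shift them. For these sets the values argue against such a trend as the main source of the lower means. They bear on GC content only and leave other sources open.

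Genes with an unadjusted p under 0.05 in both comparisons mostly moved in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of -0.34. With different WT Fasting livers in the 2 comparisons, the mean correlation over 6 combinations was -0.020, from -0.069 to 0.058. The opposite directions may therefore come from the WT Fasting livers that both comparisons share.

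WT Fasting mouse 3 had 464 CPM of Tgtp1, 171 CPM of Gm12250 and 903 CPM of Igtp, against at most 1.68, 2.29 and 51.7 CPM in the other 9 livers. Over 17 other interferon-induced genes, the mean log2 fold change in NAMPT LKO Fasting vs. WT Fasting livers was -2.36 (0 of 17 higher, exact permutation test, two-sided p = 0.357), and without this mouse it was 0.17. An interferon response in this 1 mouse is a candidate explanation for the calls of these genes under edgeR's exact test. The same mouse had the highest Nampt of the 10 livers, at 141 CPM, and a relation between these observations was not tested.

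Spp1 (log2 fold change 1.64, adjusted p = 0.0603 from edgeR's quasi-likelihood test), Krt7, Krt19 and Bicc1 were higher in NAMPT LKO Fasting than in WT Fasting livers at an unadjusted p under 0.05. Spp1 lay between 19.4 and 37.8 CPM in the 5 NAMPT LKO livers and between 8.67 and 11.5 CPM in the 3 WT Fasting livers. Over 8 other bile duct markers the mean log2 fold change was 0.63, with 7 of 8 higher, and did not pass (exact permutation test, two-sided p = 0.0893). More bile duct cells in the NAMPT LKO samples is a hypothesis that this test did not show.

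By qPCR after 48 h of fasting, the paper found a weaker rise of Fgf21 in NAMPT LKO than in WT livers. In the RNA-seq libraries, Fgf21 had a log2 fold change of 0.71 in NAMPT LKO Fasting vs. WT Fasting livers (adjusted p = 0.837 from edgeR's quasi-likelihood test). In NAMPT LKO Fasting vs. WT Fed livers it was 3.63 (adjusted p = 0.00231 from the same test). The first value lies in the other direction from the paper's, and ranged from 0.43 to 1.01 under the alternatives. It did not pass, the groups overlapped and the fasting times differ, so it does not settle the paper's result. A weaker rise was not seen in these libraries. Of the 946 genes called in WT Fasting vs. WT Fed livers, 945 had the same direction in NAMPT LKO Fasting vs. WT Fed livers and 843 were also called there in that direction, with a median ratio of log2 fold changes of 0.94. Both comparisons share the 2 WT Fed livers, which raises such counts. Neither the counts nor the ratio can therefore show by themselves how alike the 2 responses are.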
